# FOXO protects against age‐progressive axonal degeneration

**DOI:** 10.1111/acel.12701

**Published:** 2017-11-26

**Authors:** Inah Hwang, Hwanhee Oh, Evan Santo, Do‐Yeon Kim, John W. Chen, Roderick T. Bronson, Jason W. Locasale, Yoonmi Na, Jaclyn Lee, Stewart Reed, Miklos Toth, Wai H. Yu, Florian L. Muller, Jihye Paik

**Keywords:** accelerated aging, aging, central nervous system, FOXO, mouse models, neurodegeneration, neuroinflammation, oxidative stress

## Abstract

Neurodegeneration resulting in cognitive and motor impairment is an inevitable consequence of aging. Little is known about the genetic regulation of this process despite its overriding importance in normal aging. Here, we identify the Forkhead Box O (FOXO) transcription factor 1, 3, and 4 isoforms as a guardian of neuronal integrity by inhibiting age‐progressive axonal degeneration in mammals. FOXO expression progressively increased in aging human and mouse brains. The nervous system‐specific deletion of *Foxo* transcription factors in mice accelerates aging‐related axonal tract degeneration, which is followed by motor dysfunction. This accelerated neurodegeneration is accompanied by levels of white matter astrogliosis and microgliosis in middle‐aged *Foxo* knockout mice that are typically only observed in very old wild‐type mice and other aged mammals, including humans. Mechanistically, axonal degeneration in nerve‐specific *Foxo* knockout mice is associated with elevated mTORC1 activity and accompanying proteotoxic stress due to decreased Sestrin3 expression. Inhibition of mTORC1 by rapamycin treatment mimics FOXO action and prevented axonal degeneration in *Foxo* knockout mice with accelerated nervous system aging. Defining this central role for FOXO in neuroprotection during mammalian aging offers an invaluable window into the aging process itself.

## 1 INTRODUCTION

The genetic regulation of aging in the nervous system and aging‐related neurodegenerative diseases remains one of the least understood aspects of mammalian biology. In particular, axonal tract degeneration is a common feature of neurodegenerative conditions and aging‐associated nervous system deterioration. Injury of the brain or the spinal cord, inflammatory disorders, and age‐related degenerative conditions all share “axonopathy” despite varying etiologies. However, the mechanism underlying the aging‐related axonopathy remains obscure, with important consequences for the treatment of devastating diseases such as Alzheimer's and Parkinson's disease and amyotrophic lateral sclerosis.

Extensive evidence in invertebrate model organisms highlighted the role of the FOXO transcription factor (DAF‐16 in *Caenorhabditis elegans*) in nervous system functions. DAF‐16 regulates learning and memory (Kauffman, Ashraf, Corces‐Zimmerman, Landis & Murphy, 2010; Murakami, Bessinger, Hellmann & Murakami, 2005), axonal degeneration and regeneration, and neurite outgrowth (Christensen, de la Torre‐Ubieta, Bonni & Colon‐Ramos, 2011). The hyperactivation of DAF‐16 in worm neurons is required for lifespan extension following loss of insulin‐like signaling (Wolkow, Kimura, Lee & Ruvkun, 2000). This genetic study points to the potential importance of FOXO in the nervous system as a central regulator of longevity.

Previous studies reported FOXO's role in both neuroprotection and neurodegeneration. The activation of the pro‐survival phosphoinositide‐3 kinase (PI3K)–AKT pathway protected against neuronal cell death in cases of nerve growth factor withdrawal, while the activation of FOXO in this context promoted cell death (Simon et al., 2016). Neuroprotective NMDA receptor signaling by PI3K–AKT activation inhibited FOXO‐dependent gene expression to suppress oxidative stress in neurons (Papadia et al., 2008). Similarly, activation of FOXO in mammalian neurons induced cell death (Gilley, Coffer & Ham, 2003; Yuan et al., 2008, 2009). By contrast, constitutively active FOXO protected neurons against excitotoxic and proteotoxic insults (Mojsilovic‐Petrovic et al., 2009).

Mechanistic target of rapamycin (mTOR) is a genetically and pharmacologically proven regulator of aging and aging‐related diseases (Johnson, Rabinovitch & Kaeberlein, 2013). It is a master activator of cellular growth processes including protein and lipid biosynthesis and a repressor of catabolic autophagy. Altered mTORC1 signaling is associated with neurological and neurodevelopmental disorders, such as epilepsy, microcephaly, and autism. Aberrant activation of mTORC1 and its normalization by rapamycin have been reported in studies on aging‐associated conditions and diseases such as Alzheimer's (Caccamo, Majumder, Richardson, Strong & Oddo, 2010; Spilman et al., 2010) and mouse models of laminopathy (Ramos et al., 2012). These studies emphasized increased proteotoxicity due to mTORC1 activation and insufficient autophagy as a disease driving mechanism.

Here, we investigated the role of FOXO in mammalian central nervous system aging both genetically and functionally. We hypothesized that functionally redundant and developmentally dispensable FOXO 1, 3, and 4 isoforms are necessary for healthy brain aging. To investigate the role of FOXO 1, 3, and 4 transcription factors together as broadly as possible in aging nervous system, we analyzed mice with combined deletion of these FOXO genes in both neurons and glia. We also tested whether loss of FOXO function in mature neurons is sufficient to initiate aging‐associated axonopathy. Functional study on elevated mTORC1 in FOXO 1, 3, and 4 null brains was performed to further prove their counteracting function in aging brain. Our study broadly defines the neuroprotective role for FOXO during aging and provides new insights into the function of FOXO in the nervous system.

## 2 RESULTS

### 2.1 Expression of FOXO increases in aging brain

To date, there is no clear consensus on the expression of mammalian FOXO in aging tissues despite its evolutionarily conserved role in longevity. We examined publically available datasets of cohorts from studies on aging in the brain for information on FOXO expression (Ramasamy et al., 2014). The expression of FOXO1 significantly increased over the human lifespan in aged (>60 year) brain tissues, while changes in FOXO3 or FOXO4 expressions were less pronounced or not observed at all across different brain regions (Figure 1a,b and Table S1). An independent analysis of FOXO1 and FOXO3 gene expressions in human cerebellums (Figure 1c,d) supported this finding. Expression of FOXO4 or FOXO6 in human cerebellums was low and did not significantly change with age (Fig. S1a). This pattern was also observed in aging mouse brains (Figure 1e,f) and the dataset from a study analyzing multiple mouse strains for age‐associated genes in the cerebellum (Park et al., 2009) (Fig. S1b). We also examined AKT‐dependent phosphorylation of FOXO1/3 (T24/T32) status of mouse age cohort samples. Overall, the levels of phosphorylated FOXO1/3 did not correlate with age (Figure 1f). We measured *HBP1* a bona fide FOXO transcriptional target (Coomans de Brachene et al., 2014) for its mRNA expression as readout of FOXO activity. HBP1 mRNA was increased with aging tightly correlating with FOXO expressions suggesting its activation (Fig. S1c).

**Figure 1:**
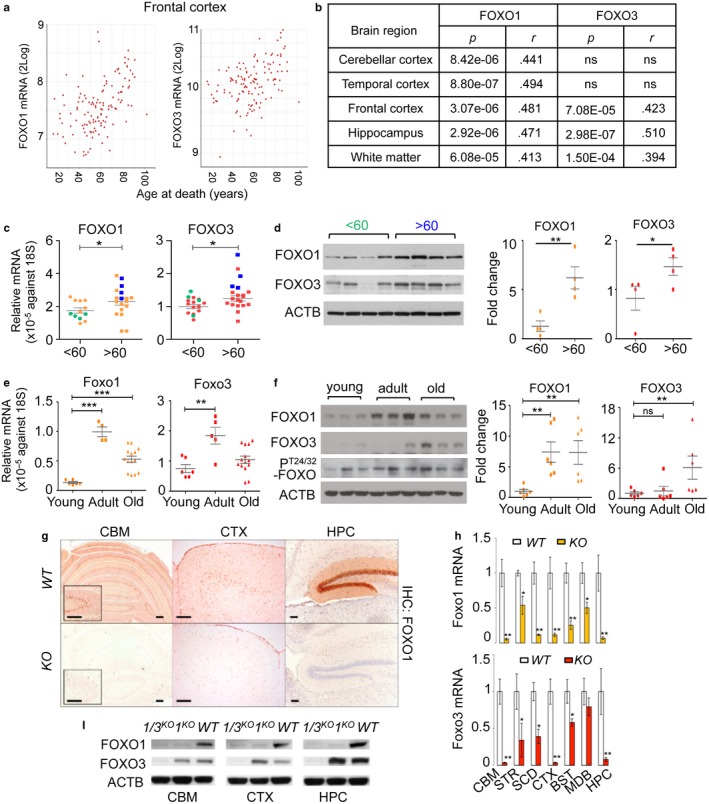
Expression of FOXO increases in aging brain. (a) XY plots of FOXO1 or FOXO3 mRNA expression within the noted brain regions vs. age of the subjects at time of death. (b) Pearson correlation coefficients (*r*) and *p*‐values for the correlation of FOXO1 or FOXO3 mRNA expression in various regions of the human brain with the age. (c) The mRNA expressions of FOXO1 and FOXO3 were measured in human cerebellums (*n = *33). Blue and green dots indicate samples used for WB in (d). The mRNA (e) and protein (f) expression of Foxo1, Foxo3, and phospho‐T24/32 Foxo1/3 in young (<3‐month, *n* = 6), adult (3‐18‐month, *n = *6), and old (18–20‐month, *n = *6) FVB/B6 mixed‐strain mouse cerebellums is shown. Each dot represents individual animal. Error bars, mean ± *SEM*. *p < .05; **p < .01; ***p < .005. Statistical significance was determined by unpaired *t*‐test. (g) FOXO1 IHC analysis of brain sections of *WT* and *Foxo 1/3/4 KO* mice. Residual FOXO1 immunoreactivity in *KO* mice is visible in endothelial cells (inset). Scale bar = 200 μm. (h) RT‐qPCR results for Foxo1 and Foxo3 mRNA. Empty bars represent *WT,* and colored bars represent *KO* tissues (*n = *4). (i) Representative Western blotting results. Foxo1‐ or Foxo1/3‐specific knockouts (*1* ^*KO*^ or *1/3* ^*KO*^) selectively lost targeted isoforms. CBM—cerebellum, STR—striatum, SCD—spinal cord, CTX—cortex, BST—brain stem, MDB—midbrain, HPC—hippocampus

From this analysis, we identified 651 genes positively correlating with both increased FOXO1 expression and age across multiple regions of human brain (Table S2). Analysis for transcription factor binding site enrichment within the promoters of these genes identified interferon regulatory factor (IRF, V$IRF3_06, IRF2_Q6, V$IRF_Q6_01) as a potentially important regulator of these genes (395 genes, *p* = 7e‐05). Among the potential IRF‐induced genes was FOXO1 itself with predicted IRF3 binding sites within its proximal promoter sequence. This suggests that FOXO1 expression as well as its coregulated genes in the aging brain may be responding to the inflammatory cytokines that are shown to progressively increase with age in the brain (Bodles & Barger, 2004; Wilson, Finch & Cohen, 2002). Indeed, the stimulation of primary neuronal cultures with cytokines shown to increase in aging brains such as interferons (IFN) or tumor necrosis factor (TNF)‐α (Wilson et al., 2002) induced the expression of both FOXO1 and FOXO3 (Fig. S2a). FOXO increased in both nuclear and cytoplasmic fractions in the presence of cytokines (Fig. S2b,c). Furthermore, the promoter regions of 174 of these genes contained the DAF‐16 family binding element (DBE) FOXO motif, suggesting that they may be direct FOXO targets. Previously reported FOXO targets such as *TXNIP* (Webb, Kundaje & Brunet, 2016) and *HBP1* (Coomans de Brachene et al., 2014) were among these. In contrast to the 651 genes positively correlating with both FOXO1 and age, only 22 genes were found to be negatively correlated with both FOXO1 and age across the same brain regions (Table S2). Transcription factor binding site analysis yielded no significant results on this set, and no genes with DBE motifs were identified. These results show for the first time the coordinated expression of FOXO and its putative targets in the aging mammalian brain as well as the likely dependence of this increased expression on an inflammatory milieu.

### 2.2 Acceleration of aging‐associated axonal tract degeneration in Foxo1/3/4 knockout mice

To determine the role of FOXO upregulation in the nervous system during aging, we employed conditional *Foxo* (*Foxo* ^*L*^) alleles and crossed them to human GFAP‐cre, a transgenic mouse line with a nervous system‐specific deletion (Zhuo et al., 2001). Our approach was to delete related FOXO 1, 3, and 4 isoforms given their functional redundancy and their dispensability for neuro‐development (Paik et al., 2007, 2009). We did not include FOXO6 based on its reported role in neocortex development and its low expression outside the hippocampus (Paap et al., 2016; Salih et al., 2012). To better understand the ensuing phenotypes, we first determined the deletion efficiency of FOXO1 and FOXO3, two major isoforms in the brains of wild‐type (*WT*) and *Foxo 1/3/4* combined‐knockout (*KO*) animals. FOXO1 is highly expressed in layer‐V cortical neurons, the Bergman glia of the cerebellum, and the neurons of the caudate putamen and dentate gyrus. This is consistent with the in situ hybridization data from the Allen Brain Atlas (RP_050407_02_B11) and the loss of immunoreactivity observed in *KO* tissues (Figure 1g). Both the mRNA and protein expression patterns (Figure 1h,i) indicate that FOXO3 is expressed throughout the brain agreeing with the previous studies (Paik et al., 2009). Importantly, these animals did not show developmental abnormalities or alterations in brain cytoarchitecture throughout early adulthood (Paik et al., 2009). Instead, an immunohistochemical analysis of astroglia (GFAP^+^) and microglia (Iba‐1^+^) revealed extensive microglial and astroglial activation in the white matter of the brains of adult (10‐ to 15‐month‐old) *KO* mice, which was comparable to that observed in aged (24‐ to 36‐month‐old) *WT* mice (Figure 2a–f and Fig. S3a,b). In mice, rats, rhesus monkeys, and humans, an age‐related increase in white matter astrogliosis and microgliosis has been extensively documented (Bronson, Lipman & Harrison, 1993; Miller & Streit, 2007). Gliosis is likely caused by degenerative changes in the axonal structure (Peters & Rosene, 2003). Indeed, numerous microglia were found surrounding degenerating axons (Figure 2d,e). Importantly, these changes are morphologically indistinguishable from the axonal degeneration evident during aging in aged *WT* animals (Fig. S3c) and occur at a considerably younger age in *KO* mice (Figure 2f). Furthermore, Neurofilament H (NF‐H) staining showed that few intact axons were present with increasing number of degenerating axons in the spinal cord lesion of *KO* mice (Figure 2g,h), Importantly, *Foxo 3/4* double knockout (*3/4* ^*KO*^) animals did not exhibit above‐described axonal degeneration nor reactive microgliosis at advanced age excluding the possibility of cre toxicity and further confirmed functional redundancy among FOXO 1, 3, and 4 isoforms (Fig. S4a,b). Furthermore, in agreement with our histological findings, areas of microglial and astroglial activation in the white matter also presented with extensive cavitation (Figure 2i, H&E); these cavities are most likely the result of degenerating axons and correspond to regions of T2‐MRI hyperintense lesions which typically result from a disorganized ultrastructure. Together, our analysis showed that the effect of aging on the microstructural integrity of the brain in *KO* mice is mainly white matter degeneration, which is the most common and phylogenetically widespread aging‐associated factor in nervous system deterioration (Peters & Rosene, 2003).

**Figure 2:**
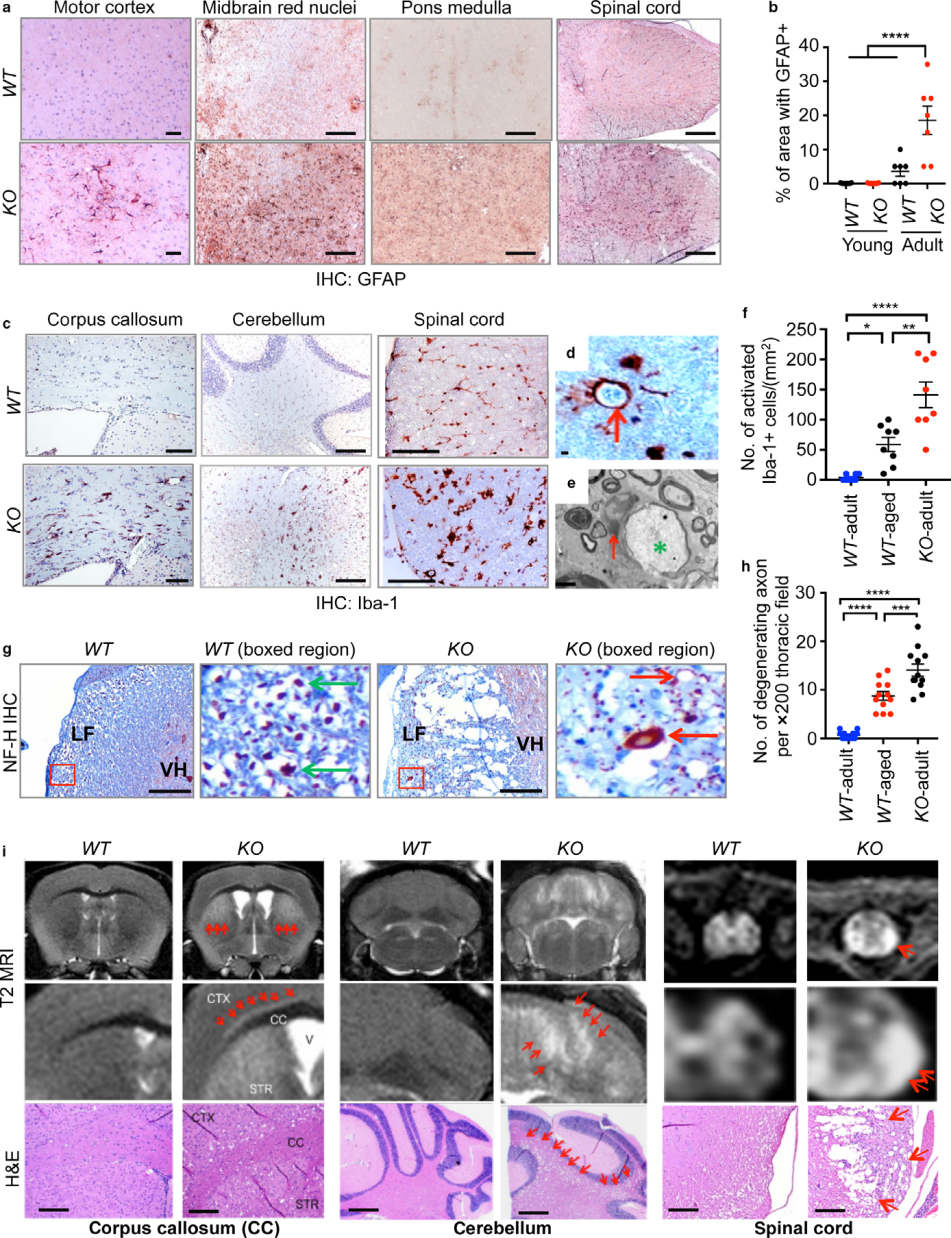
Acceleration of aging‐associated axonal tract degeneration in *Foxo 1/3/4* knockout mice. Axonal tract degeneration and associated reactive gliosis in brains and spinal cords are shown from adult mice as determined by GFAP (a), Iba‐1 (c, d), or Neurofilament H (NF‐H) (g) IHC (*n = *6–8). Quantitation of multiple IHC results is plotted (b, f, h). Error bars, mean ± *SEM*. *p < .05; **p < .01; ***p < .005; ****p < .001. Statistical significance was determined by one‐way ANOVA. (d) Activated phagocytic microglia (red arrow) wraps around cellular debris from adult *KO* spinal cord. (e) Electron microscopy identified microglia (red arrow)‐wrapped axonal remnants (green *). (g) Typical large axons (green arrow) and dystrophic swollen and degenerating axons (red arrow) are shown from boxed areas. LF, lateral funiculus; VH, ventral horn. (i) A close correspondence between cavitations in H&E sections and T2 MRI hyperintensity (red arrows). Scale bars = 200 μm (a, c, g, i) and 2 μm (d, e)

### 2.3 A neuron‐specific deletion of Foxo 1/3/4 is sufficient to initiate axonal degeneration

To investigate the cause of degenerative phenotypes, we determined whether axonal degeneration is due to cell‐intrinsic defects by analyzing *Synapsin 1 (Syn)‐cre+;Foxo1/3/4* ^*L/L*^ (*KO* ^*Neu*^) which exclusively targets mature neurons because *hGFAP‐cre* results in FOXO ablation in both neurons and glial cells due to the activation in common progenitors during early development (Zhuo et al., 2001). In *KO* ^*Neu*^ mice, the efficiency of *Foxo* deletion was overall poor with low penetrance, with highest in neuron‐rich brain regions (Figure 3a,b). Nevertheless, white matter cavitation along with microglial and astroglial activation was evident in the cerebellum of these mice starting at 6 months of age (Figure 3c–e). We determined the axonal tract degeneration of hippocampal commissure where microgliosis was readily visible with Iba‐1 IHC in adult *KO* ^*Neu*^ mice (Figure 3f). Degenerated axon remnants were colocalized with activated microglia in the lesion. These degenerating white matter cavitations were also visible in T2‐MRI in vivo (Figure 3g). From these results, we conclude that the loss of FOXO in neurons is sufficient to initiate aging‐related axonal tract degeneration.

**Figure 3:**
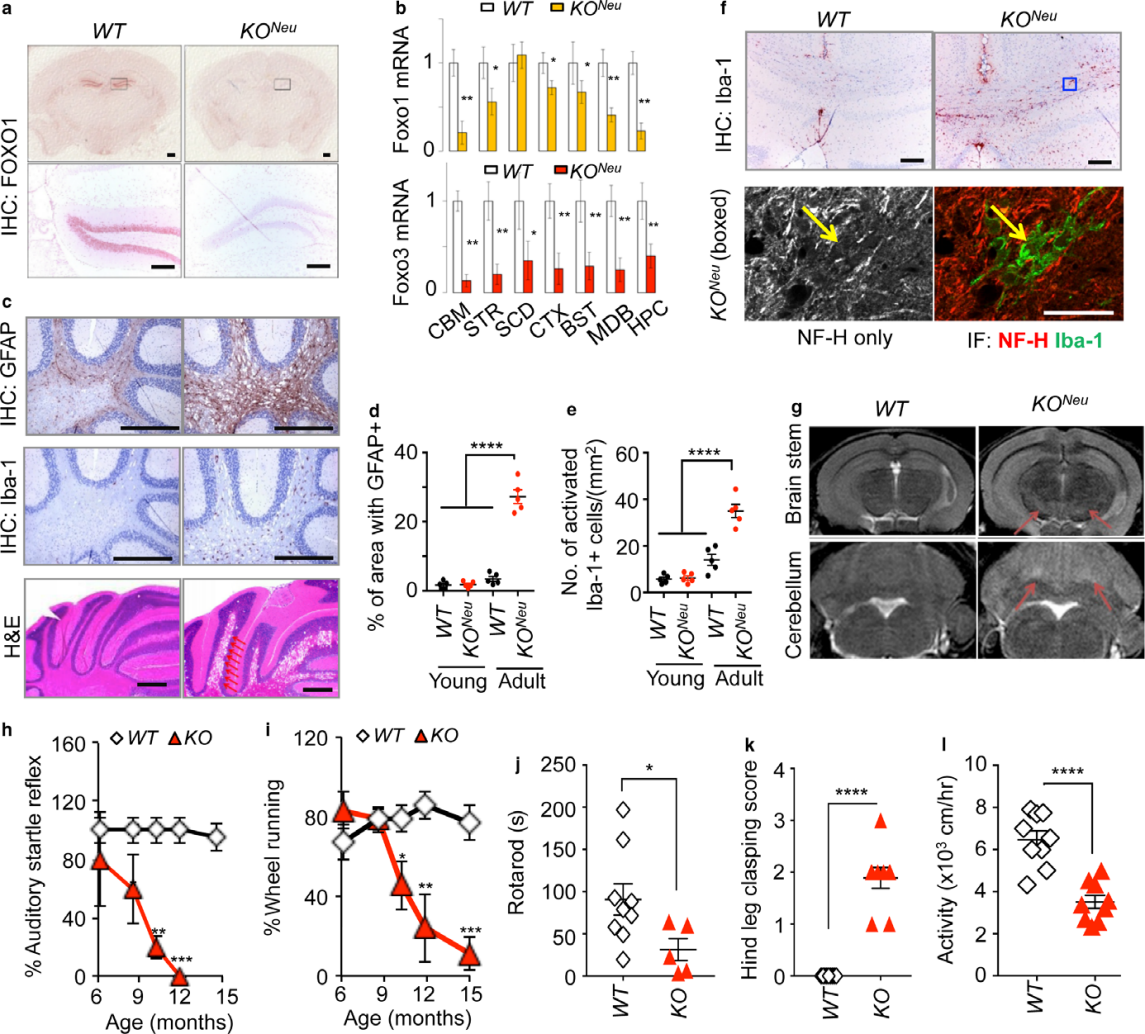
A neuron‐specific deletion of *Foxo 1/3/4* causes axonal degeneration. (a) FOXO1 IHC analysis of brains from mice with the indicated genotypes. Corresponding boxed regions indicate the dentate gyrus and are shown in the lower panels. (b) RT‐qPCR analysis of Foxo1 and Foxo3 mRNA (*n = *4). Colored bars represent *KO*^*N*^ ^*eu*^ tissues. (c) Indicated IHC analysis and H&E staining of cerebellums from adult (15 mo) *KO*^*N*^ ^*eu*^ animals are shown. Arrows point to cavitations caused by degeneration. Scale bar = 200 μm. Quantitation of multiple IHC results is shown for GFAP (d) or Iba‐1 (e). Error bars, mean ± *SEM*. ****p < .001. One‐way ANOVA. (f) Iba‐1 IHC analysis of the hippocampal commissure from adult animals. Blue outline boxed region was further analyzed by co‐IF of NF‐H and Iba‐1 in lower panels. Yellow arrow points to degenerating axon remnant overlapping with microglia. Scale bars = 200 (IHC) and 20 (IF) μm. (g) T2‐MRI of brains in adult mice with the indicated genotypes. Arrows point to hyperintensity lesions. (h) Auditory startle reflexes and (i) the voluntary wheel‐running activity. WT (*n = *7), KO (*n = *5). (j) Rotarod motor coordination test, (k) hind leg clasping score, and (l) locomotor activity of 12‐month‐old *WT* (*n = *9) and *KO* (*n = *5–9). Error bars, mean ± *SEM*. *p < .05; **p < .01; ***p < .005. Statistical significance was determined by unpaired *t*‐test

To determine the functional consequence of axonal tract degeneration, we measured motor task performance. We examined *hGFAP‐cre*‐mediated *KO* line because *KO* ^*Neu*^ mice have very low penetrance of cre expression affecting only a small fraction of mature neurons. *KO* mice developed significant motor impairment at advanced ages. Auditory startle reflexes, the voluntary wheel‐running activity, baseline locomotor activity, and the motor coordination dropped precipitously along with increased leg clasping behavior during adulthood in *KO* mice (Figure 3h–l). These results corroborate that FOXO confers and supports physiological health measures via neuroprotection. Together, these results demonstrate that the loss of FOXO accelerates axonal degeneration and ultimately leads to motor dysfunction, a finding consistent with previous study in *C. elegans* (Calixto, Jara & Court, 2012).

### 2.4 Increased proteotoxic stress in Foxo 1/3/4 knockout neurons

To further probe the similarities between the neuropathological changes in *KO* mice and those that occur during natural aging, we compared changes in gene expression between the brains of chronologically aged mice and adult *KO* mice. In a recent study of 12 mouse strains, 63 unique genes were commonly upregulated upon aging in the brain (Park et al., 2009). Of these, *Lzp‐s, Gfap, C1qa, C4B,* and *Ctss* were established as having the most robust changes. All of these genes were strongly induced in the axon‐enriched striatum of adult *KO* mice. This pattern was also found in aged mice relative to adult *WT* mice (Fig. S5a) suggesting that brains lacking FOXO expression share core gene expression changes with chronologically aged ones.

We further performed an integrated transcriptomic analysis of laser capture microdissected dentate gyrus neurons to identify the cellular processes that permit this accelerated aging. 

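RNA of laser-captured dentate gyrus from 8 KO and 7 WT samples was measured on Affymetrix mouse expression arrays, on which each gene is read by 1 or more probe sets. Each sample carries a mark of its own that is read here as an animal. The sources do not say outright that the marks are animals, and they give no age or sex for these samples, so a p-value measures the spread between these samples, which may in part be technical. The sample labels name only brain as the tissue, and the dentate gyrus is taken from the paper's methods. A KO and a WT sample, of the marks 433 and 437, carry the additional mark CA13, which the sources do not explain. These 2 samples were kept out of both groups. By the numbers in their labels, the 15 samples fall into a larger array series of 11 and a smaller one of 4, which holds 2 KO and 2 WT samples.
The authors deposited 1 signal per probe set and array on a linear scale, for which the submitters' processing notes name MAS5, and every array had been scaled to a common trimmed mean. The median signal per array was 88.1 to 112 in WT (median 102.2) and 92.6 to 116.5 in KO (median 97.9). From there, log2(signal + 32) was taken, so that fold changes of dim probe sets are understated, and the arrays were quantile normalized. The 45037 mouse probe sets were tested with limma, with Benjamini-Hochberg adjustment. The number of arrays limits the precision, and the standard error of a log2 fold change had a median of 0.203 and lay between 0.131 and 0.297 for the probe sets between the 10th and 90th percentiles. On every array the Gapdh signal was far higher at the 3' than at the 5' end, with a log2 ratio of 4.61 to 5.9 in WT and 4.97 to 6.22 in KO. This ratio is the RNA quality score used below as a covariate. Whether it accounts for probe sets of a gene that disagree was not tested.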

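Foxo1 mRNA was lost from the KO dentate gyrus. The brightest of the 4 Foxo1 probe sets had a signal of 10298 ± 4379 (SD, n = 7) in WT and 280 ± 187 (SD, n = 8) in KO. Its log2 fold change was -5.08 (standard error 0.30, 95% confidence interval -5.74 to -4.43, adjusted p = 1.14e-07 from limma). Every KO sample lay below every WT sample (two-sided exact permutation test, p = 0.00016, the smallest that 6435 splits allow). Foxo1 lies on chromosome 3 of GRCm38.p6 from 52268337 to 52350109. A pair of dimmer Foxo1 probe sets fell too, with log2 fold changes of -3.00 and -1.88 (adjusted p = 0.000179 for each from limma), and the dimmest had -0.06.
Foxo3 (chromosome 10, 42181845 to 42276695) and Foxo4 (chromosome X, 101254261 to 101260873), the other deleted isoforms, did not pass the test over all probe sets (adjusted p = 1.00 from limma). The 3 Foxo3 probe sets, from the brightest to the dimmest, had log2 fold changes of -0.46 (standard error 0.17, exact permutation p = 0.022), -0.37 (standard error 0.13, exact permutation p = 0.0019) and -0.10. The Foxo4 probe sets, both near the floor, had log2 fold changes of 0.43 and -0.56 (exact permutation p = 0.18 and 0.00093). The positions of the probes relative to the deleted exons are not given in the sources used here, so a probe set outside the deleted part checks nothing. No probe set is named for Foxo6. Within the larger array series the log2 fold change of the brightest Foxo1 probe set was -4.88 (adjusted p = 4.29e-05 from limma), and within the 4 arrays of the smaller series it was -5.60 (adjusted p = 0.225).

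**Figure D1:**
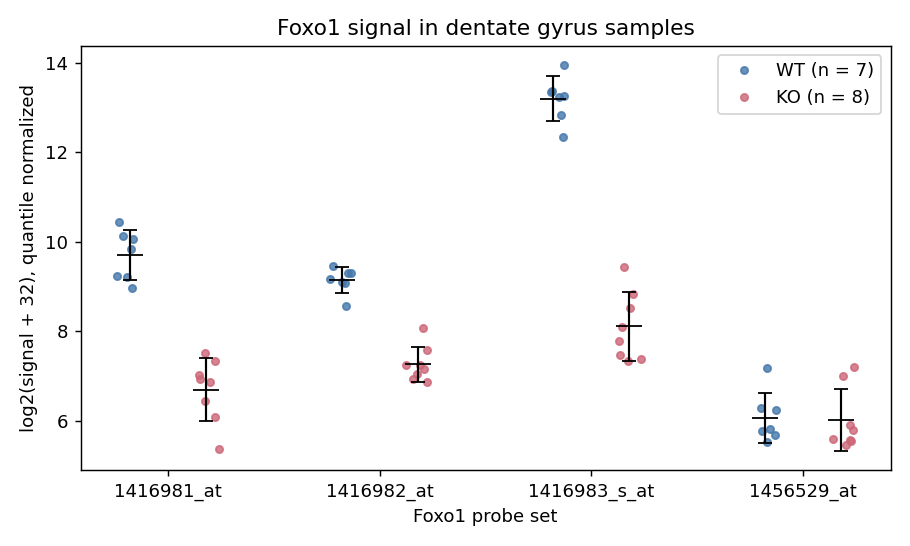
Quantile normalized log2(signal + 32) of the 4 Foxo1 probe sets in 7 WT and 8 KO dentate gyrus samples, with each point a sample and bars the mean ± SD. In the brightest probe set the lowest WT sample lies at 12.33 and the highest KO sample at 9.44.

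Markers of dentate granule neurons, the cells that were captured, were bright in 14 of the 15 samples and low in the library labelled 433, a KO. The mean of 12 granule markers was 11.40 ± 0.14 (SD, n = 14) on the log2 scale in the other samples and 8.26 in the library labelled 433. The mean of 13 markers of CA pyramidal neurons, which lie in the neighbouring fields of the hippocampus, was 10.27 in that library and 8.39 to 8.93 in the others. The CA13-marked sample of 433 had a granule marker mean of 11.51, and the CA13-marked sample of 437 had 8.23. The brightest Foxo1 probe set was at 8.52 in the library labelled 433 and 8.22 and 9.82 in the CA13-marked KO and WT samples, normalized with all 17 arrays for the latter pair. Over the groups, granule markers had a mean log2 fold change of -0.46 (camera adjusted p = 0.000613, and 0.642 with an estimated correlation), and CA markers of 0.28 (camera adjusted p = 0.0407, and 0.642 with an estimated correlation). Without the library labelled 433 these means were -0.07 (adjusted p = 0.551) and 0.08 (adjusted p = 0.672). The CA markers also had an adjusted p above 0.05, between 0.0531 and 0.113, without the KO sample 391 or the WT sample 206, 41, 437, 385 or MS17.

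**Figure D2:**
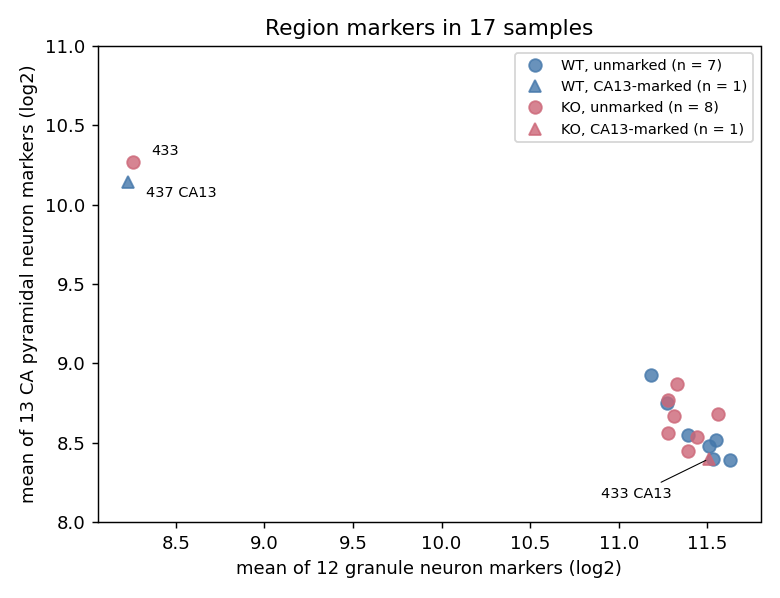
Mean log2 level of 12 granule neuron markers against that of 13 CA pyramidal neuron markers in 17 samples, coloured by genotype, with triangles for the CA13-marked samples. The library labelled 433 lies beside the CA13-marked sample of 437, and the CA13-marked sample of 433 lies among the unmarked samples.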

Dentate gyrus neurons express high levels of FOXO proteins and showed highly efficient deletion in *KO* mice (Figures 1g and 3a). Notably, enriched processes by gene ontology analysis suggested an ongoing elevation of protein aggregation and unfolding in *KO* neurons (Fig. S5b). 

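The mean level of protein folding genes differed little between KO and WT dentate gyrus in the arrays. Changes of 1.41-fold in single genes would mostly be missed, since limma called 3% of them in simulated data. Of 49 measured molecular chaperones, 0 passed an adjusted p of 0.05 from limma, over all genes or adjusted over the list alone, 2 were higher and 0 lower at an unadjusted p under 0.05, and SAM called none. The 2 were Hspa1a, the stress-induced Hsp70, with a log2 fold change of 0.68 (standard error 0.23, 95% confidence interval 0.18 to 1.17) and Cryab, the small heat shock protein HSPB5, with 0.57 (standard error 0.23, interval 0.08 to 1.06). The library labelled 433 had the highest Hspa1a, 11.40 against at most 10.16 in the other KO samples, and the log2 fold change without it was 0.49. Cryab had a log2 fold change of 0.92 within the larger array series and -0.38 within the smaller, and its probe sets ranged from 0.03 to 0.57. The chaperones Bag1 and Clu had log2 fold changes of -0.27 and -0.25, and the mean over the list was 0.03 (camera adjusted p = 0.818).
Of the 13 subunits of the chaperonin and prefoldin, which fold newly made proteins, 0 passed by either adjustment or had an unadjusted p under 0.05 from limma, and SAM called none. Pfdn2 and Cct8 had the largest values, 0.47 (standard error 0.26) and 0.39 (standard error 0.19), and the mean was 0.03 with a median of 0.00 (camera adjusted p = 0.959).
Of 34 genes of the unfolded protein response and of protein folding in the endoplasmic reticulum, again 0 passed by either adjustment or had an unadjusted p under 0.05 from limma, and SAM called none. The stress-induced transcription factors Ddit3 and Xbp1 had log2 fold changes of -0.35 (standard error 0.19) and -0.30 (standard error 0.16), Ppp1r15b, which directs dephosphorylation of eIF2alpha, 0.25 (with the other probe set at -0.11), and Syvn1, a ubiquitin ligase of the endoplasmic reticulum, 0.17. The mean was 0.04 (camera adjusted p = 0.791). From the processes enriched by gene ontology analysis, the paper proposes that protein aggregation and unfolding were elevated in KO neurons, and it went on to look for proteotoxic stress in lysates of cerebral cortex.

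**Figure D3:**
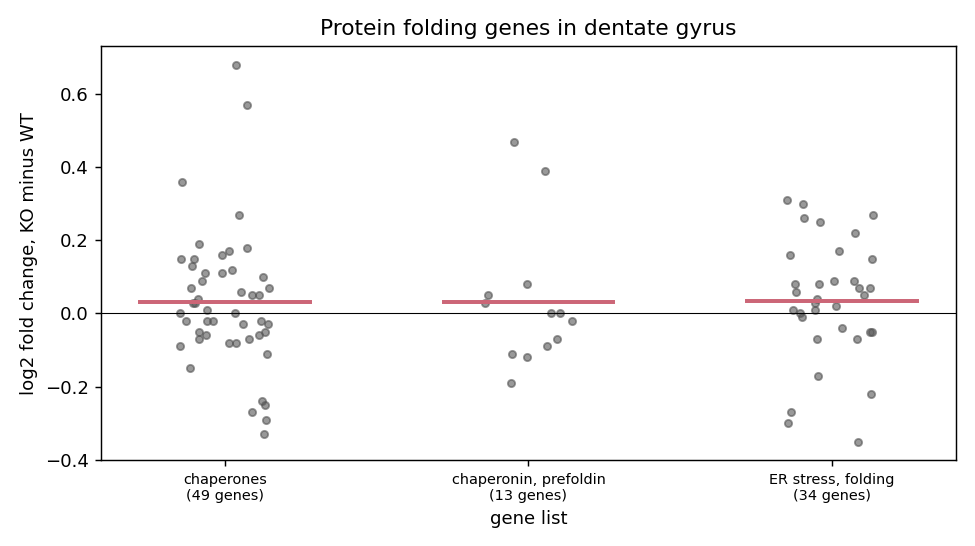
Log2 fold change, KO minus WT, of each measured gene of 3 lists of protein folding in dentate gyrus, with each point a gene and the line the mean of the list. The means lie at 0.03, 0.03 and 0.04.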

To validate these results, we analyzed brain cerebral cortex lysates from old *WT* and *KO* animals for the presence of proteotoxic stress. First, we detected significantly upregulated expressions of molecular chaperone *Hspb5* in both mRNA and protein levels in multiple *KO* brain and spinal cord regions (Fig. S6a,b) supporting the role of FOXO in controlling proteostasis in the central nervous system. Furthermore, we found evidences of proteotoxic stress in *KO* brains by measuring the accumulation of ubiquitinated proteins, chaperone SQSTM1 (p62), and a selective autophagy cargo receptor neighbor of BRCA1 (NBR1). p62 and NBR1 bind to the ubiquitin (Ub) and microtubule‐associated protein 1 light chain 3 (LC3) to form protein aggregates: these are degraded by autophagy and their accumulation reflects decreased protein degradation and clearance capacity (Komatsu et al., 2007). 

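In the dentate gyrus arrays, the mRNAs of Sqstm1 (p62) and Nbr1 had log2 fold changes, KO minus WT, of 0.04 (standard error 0.13, 95% confidence interval -0.23 to 0.32) and -0.02 (standard error 0.16, interval -0.38 to 0.33). Neither passed the test (adjusted p = 1.00 from limma). The LC3 genes Map1lc3a and Map1lc3b had -0.08 (interval -0.39 to 0.23) and 0.01 (interval -0.17 to 0.20). Atg5, which is needed for LC3 lipidation, had -0.20 (interval -0.54 to 0.14), and the lysosomal membrane gene Lamp1 had 0.13 (interval -0.12 to 0.38).
Of 26 genes of ubiquitin handling, 0 passed by limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Pink1, a kinase of mitophagy, had a log2 fold change of -0.46 (standard error 0.22), the ubiquitin ligase Huwe1 -0.25, and the proteasome-bound deubiquitinase Usp14 0.26. The list mean was -0.01 (camera adjusted p = 0.959). Of 31 subunits of the proteasome, 0 passed by either adjustment and 1 was higher at an unadjusted p under 0.05 from limma, Psmd11 with 0.27 (standard error 0.11). Psmc4 had -0.48 (standard error 0.24), and the list mean was 0.01 (camera adjusted p = 0.841).
Of 41 genes of the autophagy machinery, 0 passed by either adjustment, and 1 was higher at an unadjusted p under 0.05 from limma, Pik3r4, a subunit of the class III PI3 kinase, with 0.63 (standard error 0.24). Ambra1 had 0.38 and Atg13 -0.27, and the list mean was 0.03 (camera adjusted p = 0.929). Of 36 lysosomal genes, 0 passed by either adjustment, and 1 was higher at an unadjusted p under 0.05, the proton pump subunit Atp6v1c1 with 0.26 (standard error 0.12). The protease gene Ctsf had -0.67 (standard error 0.38), and the list mean was 0.05 (camera adjusted p = 0.22). SAM called no member of these lists. Other probe sets went the opposite way for Psmd11 (-0.57), Ambra1 (-0.35), Atp6v1c1 (-0.07), Usp14 (-0.09), Atg5 (0.61), Huwe1 (0.32), Ctsf (0.17), Atg13 (0.06), Sqstm1 (-0.09) and Map1lc3a (0.08), and those of Map1lc3b ranged from -0.09 to 0.22.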

*KO* brains showed significantly increased steady‐state levels of p62, NBR1, and ubiquitinated proteins (Figure 4a,b), agreeing with RNA expression profiling analysis suggesting the presence of proteotoxic stress and compromised protein clearance (Fig. S5b). Consistently, p62 and Ub immunolabeling on cortical neurons from adult *WT* and *KO* brain cortex showed accumulation of labeling positive inclusions (Figure 4c–e). In neurons, misfolded or aggregated proteins are cleared by a coordinated chaperone‐mediated autophagy, macroautophagy, or Ub‐proteasome system (Wong & Cuervo, 2010). Ub‐positive inclusions were noted in autophagy‐impaired *Atg5*‐deficient neurons leading to degeneration and motor dysfunction (Hara et al., 2006). We therefore posited defective autophagy might play a causative role in proteotoxic stress of *KO* neurons. However, not unexpectedly, brain cerebral cortex lysates without lysosomal inhibition failed to show consistent differences in LC3‐I processing to LC3‐II form (Figure 4a,b) which is rapidly degraded by lysosomal hydrolysis. Instead, using in vitro‐differentiated neurons with a CRISPR‐mediated knockdown of individual FOXO isoforms, we determined the contribution of FOXO1 and FOXO3 to the regulation of autophagic flux (Figure 4f,g). First, we introduced a dual fluorescent protein‐tagged DsRed‐LC3‐GFP reporter to quantitate autophagy activity (Sheen, Zoncu, Kim & Sabatini, 2011). This reporter allows normalization of autophagy activity measured as the decrease in GFP fluorescence to that in DsRed‐LC3 fluorescence to calculate autophagy index (see experimental procedures). FOXO deficiency profoundly suppressed autophagy flux under basal condition while rapamycin, an inducer of autophagy, treatment partially restored it (Figure 4h). Consistently, both FOXO1 and FOXO3 knockdown cultures showed reduced LC3‐II levels when analyzed after treating cultures with the lysosome inhibitor chloroquine (Figure 4i,j). Collectively, our results support the notion that FOXO is necessary for clearance of ubiquitinated proteins by increasing autophagic flux in neurons.

**Figure 4:**
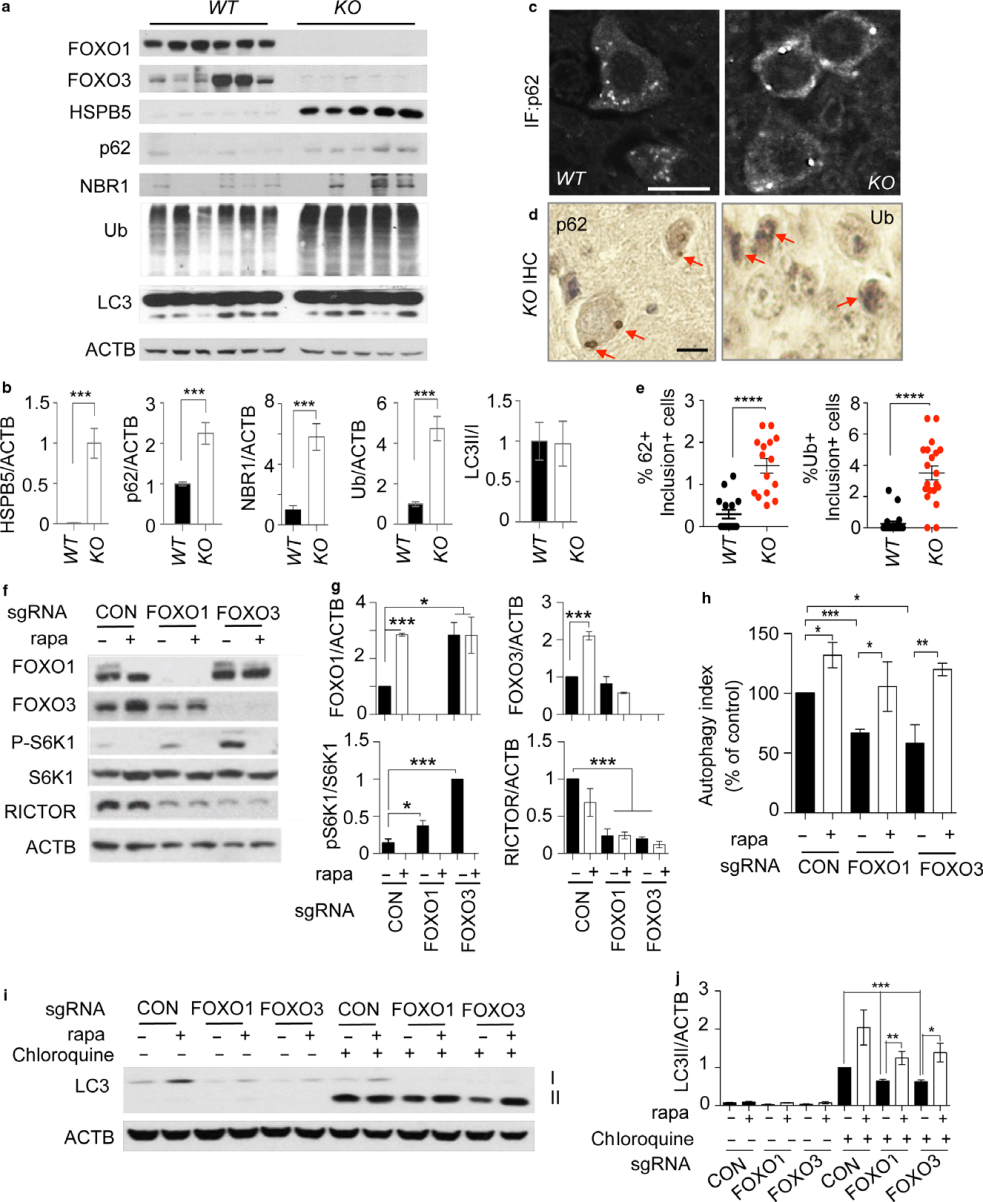
Increased proteotoxic stress and defective autophagy in *Foxo1/3/4* knockout mice. (a) Tissue lysates from 12‐month‐old *WT* and *KO* brain cortex were analyzed by WB of indicated proteins. (c) p62 IF and (d) p62 and Ub IHC on cortical neurons from 12‐month‐old *WT* and *KO* brain cortex. Red arrows point to labeling positive inclusions. Scale bar = 200 μm. (e) Quantitation of representative results for (d). (f) Indicated genotype of neural progenitor cultures was differentiated into neurons for 5 days. Some cultures were treated with rapamycin (100 ng/ml) for 24 hr on day 4 of differentiation. (h) The autophagy activity was analyzed by flow cytometry. The bar graph shows autophagy indices as % of control of (f). (i) Cultures as in (f) were treated with chloroquine (100 ng/ml) for 4 hr and analyzed for the expression levels of LC3 by WB. Representative result from three to five independent experiments is shown. (b, g, j) Quantitation of WB band densities. Only chloroquine‐treated cultures were statistically compared in (j). Error bars, mean ± *SEM*. *p < .05. **p < .01, ***p < .005; ****p < .001. Statistical significance was determined by one‐way ANOVA

### 2.5 Increased mTORC1 activity is due to loss of SESN3 expression in Foxo1/3/4 knockout neurons

We further investigated the mechanistic basis of decreased autophagy in *KO* neurons. Gene expression profiles indicated cellular processes regulating growth and size might be significantly altered (Fig. S5b). 

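Pik3ip1 was the gene of growth control with the clearest difference between KO and WT dentate gyrus. Of 52 measured genes of growth factor and insulin signaling and of cell growth and size, 0 passed an adjusted p of 0.05 from limma over all genes, while adjusted over the list alone 0 were higher and 1 lower, Pik3ip1, at 8.89 ± 0.39 (SD, n = 8) on the log2 scale in KO and 9.92 ± 0.32 (SD, n = 7) in WT. At an unadjusted p under 0.05, 1 gene was higher and 2 lower. Beside Pik3ip1 these were Inppl1, an inositol phosphatase, with a log2 fold change of 0.45 (standard error 0.19), and the growth regulator Yap1 with -0.52 (standard error 0.22). Igf1 had -0.36 (standard error 0.19), and the mean over the list was -0.02 with a median of 0.02 (camera adjusted p = 0.818).
Of 48 subunits, regulators and substrates of the mTOR complexes, 0 passed by limma over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Depdc5 and Fnip2, regulators of mTORC1 in amino acid sensing, both had log2 fold changes of -0.36 (standard errors 0.19 and 0.21), and Mtor itself had 0.02 (95% confidence interval -0.32 to 0.36). The mean over the list was -0.03 (camera adjusted p = 0.702).
Ribosomal protein genes were slightly lower in KO as a group, by a mean log2 fold change of -0.17 over 35 genes, of which 32 had a negative value (camera adjusted p = 0.000211, and adjusted p = 0.642 with an estimated correlation). None of the 35 passed alone by limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Rps3 had -0.21 (standard error 0.12), Rps7 -0.17 (standard error 0.10) and Rps9 -1.64 (standard error 0.90), with other Rps9 probe sets up to -0.04. Without the library labelled 433, Rps3 had -0.127, Rps7 -0.10 and Rps9 -1.329. The list mean was -0.12 without the library labelled 433 (adjusted p = 0.0405) and -0.11 with the CA13-marked sample of 433 in its place (adjusted p = 0.0623). It was -0.19 within the larger array series (adjusted p = 5.89e-05) and -0.09 within the smaller series (adjusted p = 0.582). Without the WT sample 392, whose mean of 12.94 was the highest, it was -0.096 (adjusted p = 0.0381), and with the CA13-marked sample of 433 in place of the unmarked one as well it was -0.038 (adjusted p = 0.611).
Of 36 translation initiation and elongation factors, 0 passed by limma by either adjustment and 0 had an unadjusted p under 0.05. Eif3k had -0.34 and Eif4g3 0.23, and the mean was -0.01 (camera adjusted p = 0.841). Eif3k was at 10.86 in the WT sample 392, against at most 10.03 in the other WT samples. Without the library labelled 433, Eif4g3 had 0.15 and Eif3k -0.341. Of 43 genes reported earlier as FOXO targets, 0 passed over all genes and 1 was lower adjusted over the list alone, Selenop, a selenium transport protein, with a log2 fold change of -0.67 (standard error 0.17), which was -0.39 within the larger series and -1.43 within the smaller series. Pdk4, a kinase that restrains glucose oxidation, had -0.57 (standard error 0.18) and also had an unadjusted p under 0.05. The mean of the FOXO targets was -0.07 (camera adjusted p = 0.0848, and 0.611 with an estimated correlation). It passed with RNA quality as a covariate (-0.086, adjusted p = 0.0348), without the KO sample 903 (-0.093, adjusted p = 0.0348) or MS15 (-0.086, adjusted p = 0.0432) and without the WT sample 392 (-0.085, adjusted p = 0.0381), and was -0.061 without the library labelled 433 (adjusted p = 0.293). Other probe sets went the opposite way for Depdc5 (0.41), Yap1 (0.16), Rps3 (0.29) and Eif4g3 (-0.06). SAM called no member of these 5 lists.

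**Figure D4:**
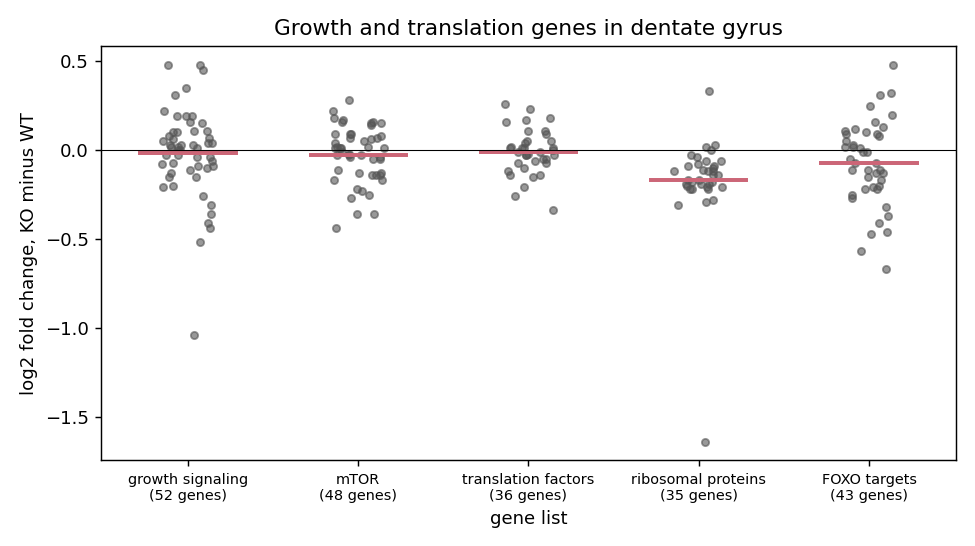
Log2 fold change, KO minus WT, of each measured gene of 5 lists in dentate gyrus, with each point a gene and the line the mean of the list. Pik3ip1, at -1.04, is the lowest point of growth signaling, and Rps9, at -1.64, that of the ribosomal proteins.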

We hypothesized that *KO* neurons have hyperactivation of mTORC1 signaling as it is the common regulator of cellular growth as well as autophagy. This then leads to increased cap‐dependent protein translation and imbalanced inhibition of autophagy‐mediated protein degradation. Our findings support this hypothesis: there was a profound elevation of S6K1 (Thr389) and 4EBP1 (Thr37/46) phosphorylation, reflecting activation of mTORC1 in *KO* brains (Figure 5a,b). Mechanistically, our survey of genes in mTORC1 pathway confirmed that SESN3 and RICTOR, bona fide transcriptional targets of FOXO, were significantly downregulated in *KO* brains (Figure 5a,b). Previous in vitro studies also support effector role of SESN3 and RICTOR in FOXO‐regulated mTORC1 and AKT activity, respectively (Chen et al., 2010). Indeed, reduction of SESN3 expression was well correlated with increased phosphorylation of S6K1 and 4EBP1 in *KO* brains (Figure 5a,b). Consistently, RICTOR‐dependent mTORC2 activity was decreased as evidenced by reduced phosphorylation of AKT (Ser473) in *KO* brains (Figure 5a,b). We made similar observations in cultured cells: in vitro‐differentiated neuronal cultures with either FOXO1 or FOXO3 knockdown exhibited elevated mTORC1 activity as shown by increased pS6K1 and reduced RICTOR expression (Figure 4f,g). Furthermore, enforcing the expression of SESN3 in *KO* primary neurons was sufficient to suppress elevated mTORC1 activity as shown by decreased pS6K level (Figure 5c). These results together support the predicted action of FOXO counteracting mTORC1 activity through its transcriptional target SESN3 (Figure 5d).

**Figure 5:**
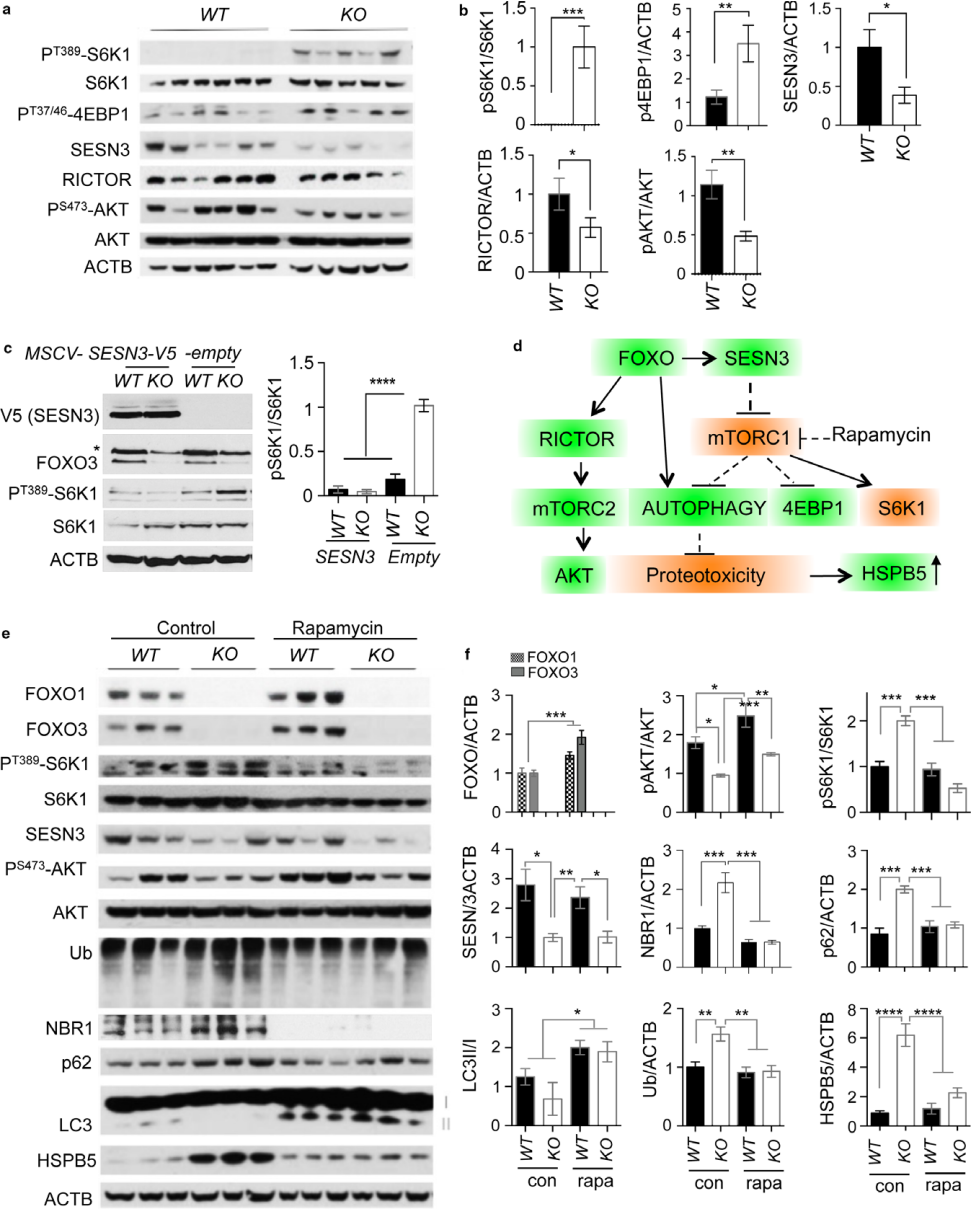
Inhibition of aberrant mTORC1 activation suppresses proteotoxic stress in *Foxo 1/3/4* knockout mice. (a) Tissue lysates from 12‐month‐old *WT* and *KO* brain cortex were analyzed by WB of indicated proteins. (c) Representative WB of primary neuronal cultures from *WT* and *KO* animals infected with indicated retroviral particles. (d) A summary of FOXO and mTORC1 crosstalk leading to the counterbalancing or proteotoxicity. (e) Tissue lysates from 12‐month‐old either rapamycin‐treated or not, *WT* and *KO* brain cortex were analyzed by WB of indicated proteins. (b, c, f) Quantitation of WB band intensities. *p < .05; **p < .01; ***p < .005; ****p < .001. Statistical significance was determined by one‐way ANOVA

### 2.6 Inhibition of mTORC1 restores autophagy and prevents axonal degeneration

Next, we determined whether proteotoxic stress and defective autophagy could be corrected by normalizing mTORC1 activity in *KO* brain and spinal cord. We did long‐term (6 months) treatment of rapamycin, a selective mTORC1 inhibitor. First, inhibition of mTORC1 by rapamycin treatment was confirmed by the end point analysis of decreased pS6K1 level. This inhibition appeared direct as SESN3 expression remained significantly low in rapamycin‐treated *KO* brains (Figure 5e,f). The loss of S6K1 activity caused by mTORC1 inhibition disrupts a negative feedback loop, resulting in the reactivation of PI3K–AKT signaling. In agreement, we found that rapamycin induced activation of AKT as evidenced by increased phosphorylation by mTORC2 on Ser473 residue. Notably, the levels of ubiquitinated proteins, p62, and NBR1 in rapamycin‐treated *KO* brains were normalized to the level of *WT* brains indicating enhanced protein degradation and autophagy‐mediated clearance. We noted that LC3‐II levels were largely increased in neuronal cultures and rapamycin‐treated animals suggesting its effectiveness in increasing autophagic flux (Figures 4i,j and 5e,f). At the cellular level, the frequency of cells with large p62 inclusions was decreased and autophagolysosome formation was enhanced as evidenced by increased lysosomal marker LAMP1 and p62 double‐positive punctas in neurons from rapamycin‐treated *KO* animals (Fig. S7).

Our results show that defective clearance of protein inclusions was the cause of increased HSPB5 expression. Rapamycin‐treated mice showed reduced expression of HSPB5 in the brain as well as in the spinal cord (Figures 5e,f and 6a,b). This is consistent with the hypothesis that defective autophagy contributes to the age‐progressive axonal degeneration as the level of Iba‐1‐positive reactive microglia lesions in degenerating lateral thoracic columns was significantly reduced in rapamycin‐treated animals (Figure 6c,d). Furthermore, we determined whether reactive oxygen species (ROS) play a role in driving axonal degeneration as a downstream mediator of defective autophagy. Previously, we reported that FOXO‐deficient neural cells have elevated mitochondria content with increased superoxide suggesting accumulation of defective mitochondria (Yeo et al., 2013). We therefore tested whether the beneficial effect of rapamycin could be explained by restoration of mitophagy and consequential attenuation of ROS generation as previously discussed (Scherz‐Shouval & Elazar, 2011). Antioxidant N‐acetylcysteine (NAC) treatment of presymptomatic *KO* mice suppressed the age‐progressive axonal degeneration and reactive microglia lesions in the spinal cord to a similar degree as rapamycin treatment (Figure 6e,f). Notably, NAC failed to prevent proteotoxicity as determined by HSPB5 expression (Figure 6g,h). These results suggest that ROS is likely to be a downstream mediator of mTORC1 activation‐induced autophagy defect rather than being the cause. In agreement with the improved pathology of the spinal cord, leg clasping behavior reflecting neurodegenerative progression (Guyenet et al., 2010) was prevented by both rapamycin and NAC treatments (Figure 6i,j). Together, our findings support the conclusion that restoration of autophagy capacity prevents age‐progressive axonal degeneration accelerated in *Foxo 1/3/4* knockout mice by suppressing ROS as illustrated in the Figure 6k model.

**Figure 6:**
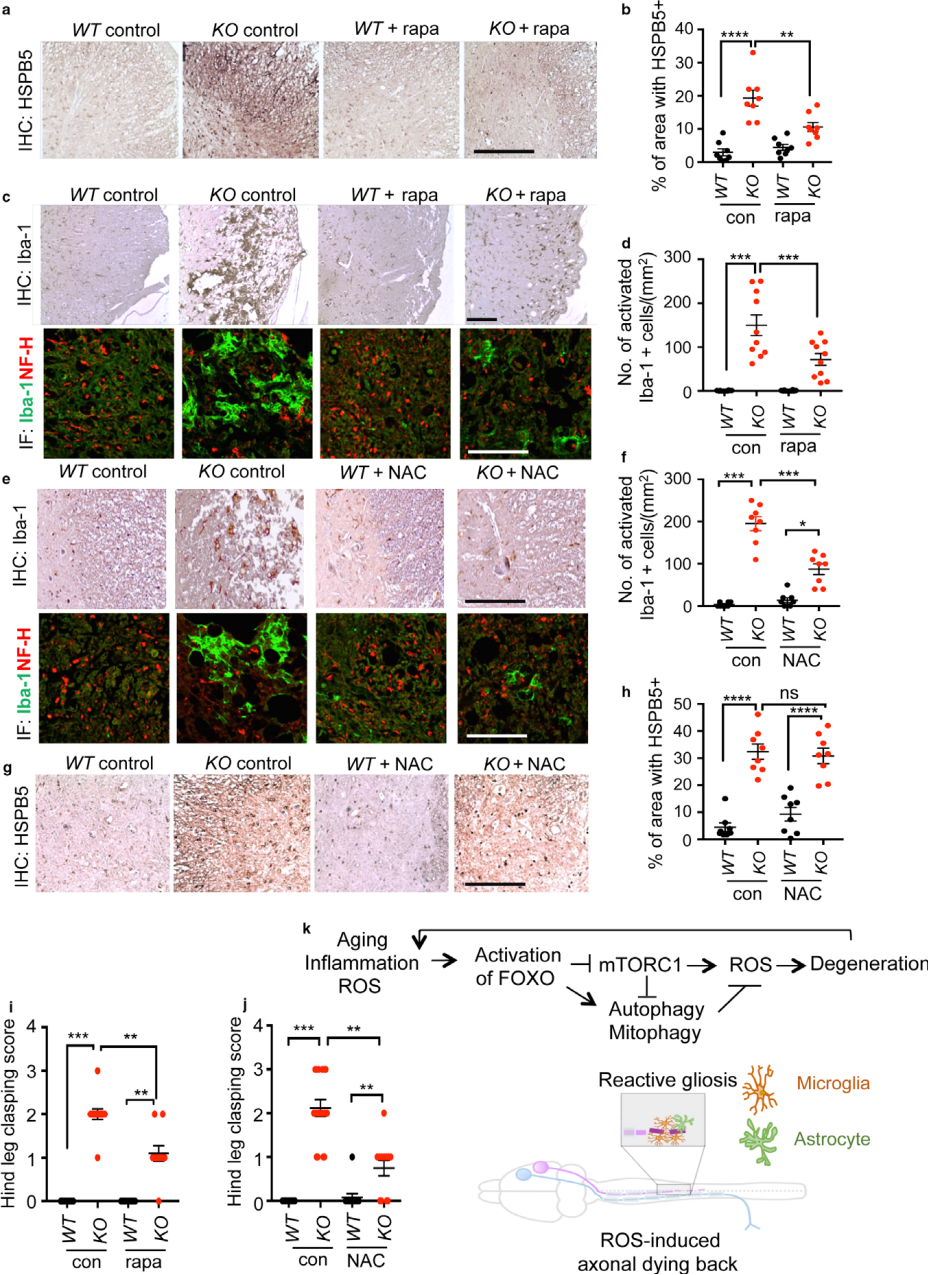
Restoring autophagy and reducing ROS prevent axonal degeneration. HSPB5 (a, g) or Iba‐1 (c, e, upper panels) IHC and NF‐H/Iba‐1 co‐IF (c, e, lower panels) analysis of transverse sections of the thoracic spinal cord (*n = *8–10). Representative lesions in the lateral funiculi from animals treated for 24 weeks from 6 months of age are shown. (b, d, f, h) quantitation of IHC results. Scale bars = 200 μm. Hind leg clasping score of 12‐month‐old *WT* and *KO* mice with or without rapamycin (*n = *10–12) (i) or NAC (*n = *12–17) (j) treatment. Error bars, mean ± *SEM*. *p < .05; **p < .01; ***p < .005; ****p < .001. Statistical significance was determined by one‐way ANOVA. (k) A schematic summary

## 3 DISCUSSION

Our findings reveal a pathway in which pro‐inflammatory signals affect neuronal integrity in the aging brain. Of note, neuroprotective effects of pro‐inflammatory cytokines have been reported while neuroinflammation itself was considered to be the signature pathology of the aging brain. Based on our findings, pro‐inflammatory signals appear to be adaptive and neuroprotective by activating FOXO, but this does not preclude them from being a driver of the aging process. Activation of FOXO may counteract what would otherwise be a trigger for age‐dependent degeneration (i.e., hyperactive mTORC1). In agreement, innate immune responses to tissue damages (*a.k.a*. sterile inflammation) were shown to activate FOXO in an invertebrate model (Obata et al., 2014). It is plausible that axonal degeneration due to loss of proteostasis or FOXO function during aging initiates reactive gliosis to prevent further neuronal damage. This activates pro‐inflammatory signal for the feed‐forward increase of FOXO expression to quell the cause of damage in neurons. Loss of neuronal FOXO function would therefore exacerbate inflammatory responses in aging brain, thus corroborating our findings from the mouse model. Consistently, we observed accumulation of FOXO in the nucleus as well as in the cytoplasm following 48‐h treatment with TNF‐α and IFN‐β in primary neurons (Fig. S2b,c). Collectively, these observations support the notion that timely regulation of FOXO at the level of both expression and activity is necessary for its neuroprotective effect under pro‐inflammatory signals. In line with our model, IFN‐β protects against spontaneous accumulation of protein aggregates in neurons. Lack of IFN‐β signaling led to defects in neuronal autophagy which caused spontaneous neurodegeneration associated with α‐synucleinopathy (Ejlerskov et al., 2015). Whether FOXO plays any roles in cytokine‐induced autophagy warrants further investigation.

Our study demonstrated that depletion of neuronal FOXO 1, 3, and 4 is sufficient to initiate degeneration and to advance aging phenotypes in the brain. However, we do not exclude the possibility that FOXO expression in glial cells is necessary for maintaining white matter integrity in aging animals as its knockout in both neuron and glial cells results in earlier and more profound degenerative phenotypes. Whether the degree of phenotypic severity resulting from employing multiple cre drivers depends solely on different penetrance remains to be determined.

Importantly, we did not observe any apparently degenerating cell bodies or apoptotic cells in the cortical, hippocampal, or cerebellar neurons of *KO* or *WT* mice, even at advanced ages, despite extensive axonal tract degeneration. Also, there was no degeneration in lower motor neurons, grouped atrophy of muscle fibers, or reduction in dopaminergic neurons (not shown), distinguishing age‐progressive axonopathy phenotype from those of other neurodegenerative diseases with different etiologies. Our data agree with the recent paradigm shift in the understanding of brain aging: the loss of cell bodies is considerably rarer than was once thought, and instead, the major aging‐related changes occur in the white matter (Morrison & Hof, 1997; Peters & Rosene, 2003). Furthermore, the mechanism underlying this aging‐related “dying‐back” of distal axons over an extended period has not been clearly understood. In this regard, our study reports FOXO functions to suppress the common neuropathology of chronological aging in mammals: the acceleration of axonal tract degeneration, which is an aging‐related pathology that has been reported in rodents, dogs, and primates (Peters & Rosene, 2003). This may in turn contribute to sarcopenia, peripheral sensory loss, and impaired motor and cognitive function during aging.

Functional and genetic analyses of mTORC1 and FOXO in worms showed both epistatic and parallel interactions in regulating lifespan. Inhibition of mTORC1 and its downstream effector S6K does not require FOXO (Hansen et al., 2007; Pan et al., 2007) while rapamycin‐induced longevity depends on FOXO (Robida‐Stubbs et al., 2012). These studies support the notion that mTORC1 regulates aging by mechanisms that both overlap and distinct from FOXO. Our results that FOXO counteracts mTORC1‐dependent anabolic activity and promotes autophagy activity through its target genes agree with previous studies in other cell types (Webb & Brunet, 2014). Loss of this balance through favoring mTORC1 activation over decreased autophagy by inactivation of FOXO may result in chronic stress and insults to aging neurons. This is highly likely as the inhibition of basal autophagy in the nervous system is sufficient to cause neurodegeneration in mice (Hara et al., 2006). In our experimental model of accelerated brain aging, mTORC1 hyperactivation impairs effective clearance protein aggregates and damaged organelles that contribute to age‐progressive axonal degeneration (Figure 6k). However, it is worth to note that mTORC1 activity may not necessarily increase to contribute to age‐progressive axonopathy. Instead, aging neurons may rely more on autophagy due to decreased neurotrophic factors and impaired nutrient uptake as previously reported in aging hematopoietic cells (Warr et al., 2013). Increased FOXO expression in aging brain may also reflect increased demand on autophagy explaining the beneficial effect of rapamycin. Interestingly, our result also showed that rapamycin upregulates the expression of FOXO proteins in both brain tissue and neuronal cultures (Figure 4f,g and 5e,f). This observation suggests a potential hierarchy of mTORC1 and FOXO regulatory pathways. In addition, mTORC1 inhibition by rapamycin partially restored autophagy in a FOXO knockdown background and suppressed proteotoxic stress in *KO* brain. These results indicate that rapamycin may also work in parallel to or downstream of FOXO action in regulating autophagy. As a result, rapamycin mimics FOXO activation by increasing autophagic flux even in the absence of FOXO.

The upregulation of HSPB5 expression in aging‐related accelerated axonal degeneration in *KO* neurons is mechanistically informative. While a loss of proteostasis and induction of HSPB5 are signature changes of *Foxo*‐deficient neurons, it is notable that NAC treatment partially prevented the degeneration of *KO* animals without improving proteostasis (Figure 6g,h). This observation supports the outweighing role of ROS in driving degeneration. These biochemical changes may represent promising points of intervention in the aging brain. Lastly, the *Foxo* knockout mice may also provide a neurodegenerative disease‐independent model that can be leveraged in the development of therapies to combat age‐related neurodegeneration.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Generation of experimental mouse cohorts

Nervous system‐specific *Foxo* knockout was generated by crossing floxed *Foxo* mice (Paik et al., 2009) to *hGFAP‐cre* mice. Neuron‐specific *Synapsin1‐cre; Foxo1/3/4* ^*L/L*^ mice in B6 background were kindly provided by Dr. Domenico Accili (Columbia University, NY). Mice were on a mixed background of FVB and B6 if not otherwise indicated. The resulting offsprings were intercrossed to generate mice of the desired genotypes. All animal experiments were approved by Institutional Animal Care and Use Committee. Roughly 1:1 ratio of male and female mice was used for behavioral, imaging, biochemical, and metabolite analyses. For rapamycin or NAC‐feeding experiment, animals were assigned to experimental groups arbitrarily according to age, gender, and genotype without formal randomization. All the animal experiments were repeated multiple times to ensure reproducibility. Animals that show unusual health condition (i.e., runted, rectal prolapse) were excluded from further analysis.

### 4.2 Magnetic resonance imaging

MRI of the brain was performed on a 7 T animal MRI scanner (Bruker, Billerica, MA, USA) with a dedicated mouse head coil. Coronal T2‐weighted images were obtained using the rapid‐acquisition relaxation‐enhanced (RARE) sequence: TR = 3,500 ms, TE = 75 ms, twelve repetitions were acquired and averaged, acquisition time 11 min and 12 s, matrix size 256 × 256, field of view 2.5 × 2.5 cm, slice thickness 0.5 cm, 16 sections acquired. Axial T2‐weighted MRI of the spinal cord was performed using the same RARE sequence except a mouse body coil was used. Representative images from more than 10 animals per genotype analyzed are presented.

### 4.3 Aging brain expression analysis

A gene expression dataset of 134 postmortem human brains dissected into 10 regions was used to assess FOXO1, FOXO3, and FOXO4 expression in relation to subject age at time of death (Ramasamy et al., 2014) (GEO ID: GSE60863). Probe set for FOXO6 was not available. The Affymetrix exon array data were normalized with the Affymetrix RMA sketch algorithm in probe‐level mode and loaded into R2: Genomics Analysis and Visualization Platform (http://r2.amc.nl) for further analysis. For Figure 1a,b, probes 3510861 (FOXO1) or 3748564 (FOXO3) (log2 normalized) were used. The p‐values provided are FDR‐corrected based on an analysis of all genes correlated with age within each brain region. For validation of FOXO expression pattern in aging human brains, 33 cerebellums de‐identified and provided by NIH brain biobank were analyzed by RT‐qPCR as below. Mouse gene expression array data from a published study (Park et al., 2009) were analyzed for FOXO expressions comparing 5‐month vs. 25‐month‐old mice (*n* = 5). For validation, cerebellums from 1.5‐ to 20‐month‐old FVB/B6 mice were analyzed. For gene expression analysis of *WT* vs. *KO* dentate gyrus, laser capture microscopy was performed at Harvard NeuroDiscovery Advanced Tissue Resource Center and analyzed by microarray MOE (430 2.0). CEL files were preprocessed by RMA. The background‐corrected, normalized, and summarized probe set intensity data were then analyzed using significance analysis of microarrays (SAM) to identify differentially expressed genes. Using a twofold, FDR 5% cutoff, we generated a set of 415 probe that distinguishes differentially expressed genes in *WT* vs. *KO*. 

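At a 2-fold change and an adjusted p under 0.05, 6 probe sets of 2 genes separated KO from WT dentate gyrus in the deposited values, 3 of them lower in KO, all of Foxo1, and 3 higher, all of Prm1. Prm1 encodes protamine 1, a protein that packs DNA in sperm, and lies on chromosome 16 of GRCm38.p6 from 10796332 to 10796823. The probe set of Prm1 with the largest change was at 5.10 ± 0.03 (SD, n = 7) on the log2 scale in WT and at 9.37 ± 1.82 (SD, n = 8) in KO, a log2 fold change of 4.27 (standard error 0.60, 95% confidence interval 2.97 to 5.57, adjusted p = 0.0131 from limma). The other Prm1 probe sets rose by 3.84 (adjusted p = 0.0454) and 1.76 (adjusted p = 0.0131). The KO sample MS15 stood at the WT level for that first probe set, at 5.12, while the other KO samples were at 9.20 or above.
No other gene passed the test by limma. The next in rank were Gm34303, an annotated pseudogene beside Foxo1 (chromosome 3, 52425346 to 52425728), with a log2 fold change of 3.34 (standard error 0.58), Pik3ip1, which encodes an inhibitor of phosphoinositide-3 kinase (chromosome 11, 3319241 to 3342971), with -1.04 (standard error 0.18), and Prkacb, a catalytic subunit of protein kinase A, with 0.89 (standard error 0.16), each at an adjusted p of 0.112 from limma. That Prkacb probe set was dim, with means of 5.57 in WT and 6.46 in KO, and the remaining ones reached down to -0.20. Every KO sample lay below every WT sample for the brighter Pik3ip1 probe set (exact permutation p = 0.00016), and the dimmer one had a log2 fold change of -0.56. Gm34303 was high in the WT sample MS17, at 10.85, and its adjusted p was 0.000455 without that sample and 0.0244 without the library labelled 433. Pik3ip1 had an adjusted p of 0.0435 without MS17. In settings chosen after the data were seen it also passed without the library labelled 433 with array series as a block (0.0461). With the CA13-marked sample of 433 instead, it passed with that block (0.0489), a filter on dim probe sets (0.0341) or array weights (0.0315). Its adjusted p was 0.0638 without 433 alone, 0.0529 with that replacement alone and 0.601 within the larger series.
Among the other genes with the smallest p on the lower side were Rgs13, a regulator of G protein signalling, with a log2 fold change of -1.77 (standard error 0.37), the extracellular matrix gene Thbs4 with -1.23 (standard error 0.28), Mip with -0.86, A930017M01Rik with -0.89, Chst7 with -0.77, Ces2b with -0.75, Fhl4 with -0.69 and Irak3 with -0.57. On the higher side were the myelin gene Mal with 1.22 (standard error 0.32), Lrrc51 with 0.86, Vxn with 0.80, the tubulin gene Tuba3b with 0.77, Ubr3 with 0.73, Emilin2 with 0.72 and Kndc1 with 0.54. Their adjusted p-values were between 0.604 and 1.00 over the 15 samples. Some were near the floor in a group. In KO these were Thbs4 (mean 5.41), Mip (5.32), Fhl4 (5.28) and Irak3 (5.26), and in WT Tuba3b (5.41) and Ubr3 (5.49). The other genes named had means of 5.69 or above in both groups. Thbs4 passed by limma without the WT sample MS17 (-1.47, adjusted p = 0.0323) and Mip without the WT sample 41 (-1.02, adjusted p = 0.0228). A930017M01Rik and Tuba3b passed with array weights and the CA13-marked sample of 433 in place of the unmarked one (adjusted p = 0.0497 and 0.0274). Other probe sets went the opposite way for Fhl4 (0.22), Irak3 (0.05), Ubr3 (-0.03) and Kndc1 (-0.06).
At an unadjusted p under 0.05, 695 probe sets were higher and 754 lower, where chance gives 2252 of 45037 in all. A 2-fold change, whatever the p, was reached by 46 probe sets. SAM with the thresholds of the methods called 8 probe sets, 5 higher and 3 lower, which were the 6 of Foxo1 and Prm1, that of Gm34303 and 1 without a single gene symbol (log2 fold change 1.28). At its FDR alone it called 9, with 1 of Prkacb below 2-fold. The count was 3 within the larger array series, where Prm1 had a log2 fold change of 4.23 (adjusted p = 0.497), and 0 by limma within the 4 arrays of the smaller series, where 1768 probe sets had an unadjusted p under 0.05. It was also 3 without the WT sample 437 (adjusted p of Prm1 0.0512). In simulated data of 8 against 7 samples, limma called 59.7% of the probe sets changed 2-fold and 98.5% of those changed 4-fold.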

Differentially expressed gene list was further analyzed by the DAVID Gene Ontology analysis. Dataset GSE102137 is available at (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102137).

### 4.4 Rapamycin or NAC feeding

Both *WT* and *KO* animals at 6 months of age were treated for 24 weeks. LabDiet^®^ 5LG6 with 42 ppm encapsulated rapamycin diets was fed ad libitum. NAC (Sigma) was administered by dissolving in drinking water (40 mM, ad libitum) as previously described (Yeo et al., 2013). Water was replaced weekly.

### 4.5 Assessment of sensorimotor function

We determined the time of paresis onset and the rate of progression for all animals by biweekly assessment of hindlimb clasping according to Guyenet, et al. (Guyenet et al., 2010). Briefly, if the hindlimbs are splayed outward, away from the midline, it is assigned a score of 0. If one hindlimb is retracted to the abdomen for more than 50% of the time suspended, it receives a score of 1. If both hindlimbs are partially retracted toward the abdomen for more than 50% of the time suspended, it receives a score of 2. If its hindlimbs are entirely retracted and touching the abdomen for more than 50% of the time suspended, it receives a score of 3. The paresis progresses to full paralysis, ultimately necessitating humane sacrifice. The age of IACUC‐mandated sacrifice of mice was plotted as paresis‐free survival curve. For motor coordination and balance, we used the rotarod performance test. Subjects were given three training trials to learn to walk on a rotating beam prior to the actual test. Rotarod treadmill (version 8, IITC Lifescience, Woodland Hills, CA) was used with 4–45 rpm acceleration over 2 min. For acoustic startle reflex test, mice were placed in an SR‐pilot startle reflex apparatus (San Diego Instruments, San Diego, CA). Background noise was 65 dB. After a 5‐min habituation period, startle stimuli (115 dB) were presented and responses were recorded. For voluntary wheel‐running activity, total distance from individually housed mice over a week period was recorded. Locomotor activity was evaluated in an open field (45 × 45 cm). The total distance moved was recorded every 10 min for 120 min using a video tracking system (Ethovision 3.0, Noldus Technology). Neurological scoring and motor function measurements were performed by an independent researcher blinded to the experimental conditions.

### 4.6 Immunohistochemistry (IHC) and immunofluorescence (IF)

Formalin‐fixed, paraffin‐embedded 5‐micrometer sections were used. For stains of brain, sections were processed in standard method and incubated with primary antibodies to rabbit anti‐FOXO1 (1:100, #2880, Cell signaling technology) and rabbit anti‐Iba1 (1:500, #019‐19741,Wako), rabbit anti‐GFAP (1:400, #Z0334, DAKO), mouse anti‐Neurofilament H (1:1,000, clone SMI32, Millipore), mouse anti‐HSPB5 (10 μg/ml, Clone1B6.1‐3G4, Stressgen), mouse anti‐p62 (1 μg/ml, #56416, Abcam), rat anti‐LAMP1 (10 μg/ml, #25245), mouse anti‐Ubiquitin (1: 300, #3936, Cell signaling technology) antibodies and further processed by Vector Elite ABC peroxidase kit followed by developing with DAB or NovaRED substrate and counterstained with hematoxylin. Transverse sections of the spinal cord were treated with a permeabilization/blocking solution containing 10% FCS, 2% bovine serum albumin, 1% glycine, and 0.05% Triton X‐100. Primary antibodies were diluted in PBS containing 0.05% Triton X‐100, 0.1% Tween‐20, and 2% horse serum and applied for 1 hr in a humidified chamber at room temperature. For IF of FOXO in cultured primary neurons, cells were fixed in 3.7% paraformaldehyde and permeabilized with 0.2% Triton X‐100. Primary antibodies were added in 3% BSA/PBS and incubated overnight at 4 degrees followed by Alexa Fluor 488‐conjugated donkey anti‐rabbit (1:1,000; #A21206, Thermo Fisher) secondary antibody labeling.

### 4.7 RT‐qPCR analysis

RNA was harvested using GeneJET RNA purification kit (Fermentas) and treated with RQ1 RNase‐free DNase (Promega). Then, one microgram of total RNA was reverse‐transcribed into cDNA utilizing Maxima^®^ first‐strand cDNA synthesis kit for RT‐qPCR (Fermentas). PCR was performed on cDNA samples using the Power SYBR^®^ Green Master mix (Applied Biosystems) and was performed the PCR on the StepOnePlusTM Real Time PCR System (Applied Biosystems). Primer sequences are as below. Each sample was run as duplicates (triplicates), and the mRNA level of each sample was normalized to that of the 18s mRNA. The relative mRNA level was presented as unit values of 2^[Ct(18s) – Ct(gene of interest)]^. Primers are as follows:

**Table:** 

h18s	F	CCGATAACGAACGAGACTCTGG
	R	TAGGGTAGGCACACGCTGAGCC
hFOXO1	F	CAAGAGCGTGCCCTACTTCAA
	R	CAGCTCGGCTTCGGCTCTTA
hFOXO3	F	GTGCGTTGCGTGCCCTACTTC
	R	CATTCTGGACCCGCATGAATCG
hFOXO4	F	CAGGCCATTGAAAGCGCCC
	R	GCCTCGTTGTGAACCTTGATGA
hFOXO6	F	CGCAGATCTACGACTGGATGGT
	R	CACCACGAACTCTTGCCGGT
m18s	F	CCGATAACGAACGAGACTCTGG
	R	AGGGTAGGCACACGCTGAGCC
mFOXO1	F	CTACGAGTGGATGGTGAAGAGC
	R	CCAGTTCCTTCATTCTGCACTCG
mFOXO3	F	CCTACTTCAAGGATAAGGGCGAC
	R	GCCTTCATTCTGAACGCGCATG
mHBP1	F	CCTCTCCAGGATACAACTCCTGTGA
	R	GGTATATGGCAGATTGGGTAGGGT

### 4.8 Western blot analysis

Cells or tissues were directly lysed in Laemli SDS sample buffer, and protein concentration was determined by DC Protein Assay Reagents (Bio‐Rad). Immunoblots were performed with the following antibodies: FOXO1 (#2880, 1:1,000), phospho‐FOXO1 (Thr24)/FOXO3 (Thr32) (#9464, 1:1,000), phospho‐S6 (#4858, 1:2,000), S6 (#2317, 1:2,000), phospho‐S6K1 (#9234, 1:1,000), S6K1 (#2708, 1:2,000), phosphor‐AKT (#4060, 1:2,000), AKT (#9272, 1:5,000), phospho‐4EBP1 (#2855, 1:1,000), 4EBP1 (#9644, 1:2,000), Ubiquitin (#3936, 1:3,000), Rictor (#2114,1:1,000), LC3A/B (#12741, 1:3,000), NBR1 (#9891, 1:1,000), HSPB5 (#8851, 1:1,000) from Cell Signaling Technology, FOXO3 (#NB100‐614, 1:2,000, Novus), β‐actin (#A5316, 1:5,000, Sigma), p62 (#ab65416, 1:5,000, Abcam), V5 (# ab27671, 1:5,000), and Sestrin3 (#H00143686‐M02, 1:1,000, Abnova).

### 4.9 Autophagy analysis in cultures

To measure autophagic activity by flow cytometric analysis, we used a dual‐color autophagy reporter DsRed‐LC3‐GFP (Sheen et al., 2011). pQCXI Puro DsRed‐LC3‐GFP (Addgene # 31182) was used to generate retroviral particles to infect mouse neural progenitors. Cells were subsequently differentiated in B27 containing N2 media for 5 days prior to the analysis. The autophagy index was calculated with the formula: 100 – (100 × (FL1/FL2)) for measuring relative change in GFP to DsRed. The FL1 is the median fluorescence intensity of GFP fluorescence, and FL2 is the median fluorescence intensity of DsRed fluorescence. FOXO knockdown mouse neural progenitors were generated by infecting immortalized *Ink/Arf* null postnatal mouse neural progenitors with lenti‐CRISPR vectors with a specific sgRNA: FOXO1, CGACAGCGGCCCGGTCGGTG; FOXO3, GCGGGTGATCAGGTCGGCAT; CON (Scr), GCACTACCAGAGCTAACTCA or Addgene # 51764.

### 4.10 Statistical analysis

We determined experimental sample sizes on the basis of preliminary data. The size of experimental groups and statistical test applied are indicated in the figure legends. All results are expressed as mean ± *SEM*. GraphPad Prism software (version 7, San Diego, CA) was used for all statistical analysis. Normal distribution of the sample sets was determined before applying unpaired Student's two‐tailed *t*‐test for two group comparisons. One‐way ANOVA was used to assess the differences between multiple groups. The mean values of each group were compared by the Bonferroni's post hoc procedure. Differences were considered significant when *p* < .05.

## AUTHOR CONTRIBUTIONS

I.H, H.O, E.S, D.K, J.W.L, F.L.M, R.T.B, W.H.Y, M.T, and J.P. designed experiments, analyzed data, and wrote the manuscript. I.H, H.O, D.K, J.W.C, J. L., S.R., Y.N., F.L.M, and J.P. performed experiments. E.S. and F.L.M. performed bioinformatic analysis. I.H. and H.O. contributed equally.

## CONFLICT OF INTEREST

The authors declare no competing financial interest.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

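Laser-captured dentate gyrus of 8 KO and 7 WT samples, and 2 further samples marked CA13, had been hybridised to Affymetrix mouse expression arrays. The deposited table holds 17 columns of signal intensity for 45101 probe sets, on a linear scale from 0.112 to 94000, and all of its columns were used. The submitters' processing notes name MAS5, while the paper's methods name RMA followed by SAM. The values used here are those of the deposited table, in which the authors had summarised the probes of each probe set and scaled every array to a common trimmed mean. The steps of RMA could not be repeated, since the scanner files were not used here. No array repeated another: the highest Pearson correlation between any 2 columns was 0.9724, and 0 columns were identical. The lowest Spearman correlation between any 2 arrays was 0.849.

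Gene names come from the platform annotation given for the array, with 34945 probe sets carrying 1 gene symbol, 932 several and 9160 none. No gene was named from a probe set with several symbols. Of those with 1 symbol, 34741 were found by Entrez ID in a mouse gene table of GRCm38.p6, which changed 0 symbols and gave the coordinates. The genome build behind the probe sets is not given in the sources used here, and C4b and Rps6kb1 have no probe set of their own symbol alone.

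The 64 control probe sets were left out, 32 was added to each signal before log2, and the 15 arrays were quantile normalized. limma 3.58.1 in R 4.3.3 was fitted with genotype as the only term, with eBayes and an intensity trend, over 45037 probe sets with no filter on dim ones, and p-values were adjusted by Benjamini-Hochberg. A probe set was called at an adjusted p under 0.05, and for the paper's thresholds also at a fold change of at least 2. Intervals cover 95%. Permutation tests of single probe sets ran over all 6435 splits. The design assumed values after the paper's RMA if they were on a log scale, and the linear values therefore took the path set for linear values.

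Gene lists stood in for the gene ontology analysis, whose annotation was not used here. They were tested with camera at a preset correlation of 0.01 on 1 probe set per gene, the brightest over the 15 samples, which left 18193 genes. The tests of 32 lists with at least 5 measured genes were adjusted together, 1 of them being the genes of Table S2 of the paper, and 1 list, of sex-linked genes, had fewer. Of the 32 lists, 6 passed with the preset correlation and 0 with an estimated correlation, for which every one of the 6 had an adjusted p of 0.642. fry, which tests whether the genes of a list move on balance one way, passed 0 at an adjusted p under 0.05, and so did permutation of the list means, whose smallest unadjusted p was 0.082.

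The main design, the alternatives, the gene lists and the rule for named genes were set before the data were examined. The rule took every Foxo probe set, every gene that the paper names for brain, up to 10 genes per direction past the threshold or, failing that, with the smallest p, and up to 4 members of each list with the smallest p. The genes of the paper's text were known before. Gm30173 and the single values of libraries that stood apart were chosen after their values were seen.

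The steps were tested on simulated data in which 200 of 45037 probe sets were changed. Of those changed 1.41-fold limma called 3%, of those changed 2-fold 59.7% and of those changed 4-fold 98.5%. limma made 110 calls, of which 3 were false, and SAM 102, of which 2 were false. Alternatives covered the scaling, the pseudocount (1 and 128), a filter on dim probe sets, the choice of samples, the array series, RNA quality, a sex-linked score, array weights, the variance trend, SAM with 100 permutations, the methods' unpaired t-test, the test of lists and leaving out each sample in turn.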

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

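The tests of the library labelled 433, of Prm1 and of Gm34303 and Gm30173 below were chosen after their results had been seen.

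The library labelled 433, a KO, had granule neuron markers at a mean of 8.26 and CA pyramidal markers at 10.27, while the 14 other unmarked samples had granule means of 11.18 to 11.63. Granule cells captured together with CA tissue would leave part of the granule signal, but its granule mean lay only 0.03 above that of the CA13-marked sample of 437, within the SD of 0.14 of the 14 samples. Loss of FOXO would lower these markers in the other KO samples too, and their mean differed from WT by -0.068, also within that SD. A candidate explanation is that the samples of 433 carry each other's label, since the CA13-marked one had a granule mean of 11.51, inside the range of the unmarked samples. An exchange within 1 animal does not account for Xist, a transcript of the inactive X chromosome, which was at 11.47 in the library labelled 433 and 8.00 in its CA13-marked sample, with the Y-linked Eif2s3y low in both (5.82 and 5.42). The samples of 437 had Xist at 14.18 and, CA13-marked, 12.84. A capture of the wrong field in both cases would give the same marker values, though within 1 animal it does not account for Xist either. It stays open, as does what CA13 stands for.

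Prm1 was high in 7 of 8 KO samples, with log2 fold changes of 4.27, 3.84 and 1.76 and WT means of 5.10, 5.39 and 7.24, the first 2 of them near the floor, in a gene that the paper does not discuss. RNA of male germ cells would bring Prm2, Prm3, Tnp1, Tnp2, Odf1 and Smcp too, whose median log2 fold change was 0.11. A candidate explanation is Prm1 sequence transcribed from a transgene of the KO line, such as the hGFAP-cre that the paper names, whose sequence is not given in the sources used here. It would need the signal in every KO sample only if all of them carried that transgene. The sample labels do not name the cre line, and the paper also used Synapsin1-cre. In 1 KO sample, MS15, all 3 probe sets were at or below the highest WT sample, with Foxo1 at 9.44, the highest of the KO samples. That single sample does not settle the question, and a biological effect of FOXO loss on Prm1 was not tested apart from it.

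Gm34303 and Gm30173, both beside Foxo1 on chromosome 3 (Gm30173 from 52516964 to 52550219), had log2 fold changes of 3.34 (standard error 0.58) and 1.69 (standard error 0.45), neither of which passed by limma over the 15 samples. SAM called Gm34303, and so did limma without the library labelled 433 (adjusted p = 0.0244), with all 17 samples and the animal as a random block (adjusted p = 0.0245) and without MS15 and MS17 (adjusted p = 0.000401). It was not called by limma with array series as a block (adjusted p = 0.104), within the larger series (adjusted p = 0.779) or within the smaller (adjusted p = 0.224). Both genes were also high in the WT sample MS17, at 10.85 and 7.47, and low in the library labelled 433, at 8.50 and 5.20. If loss of Foxo1 raised them, a WT sample with its Foxo1 intact should have both low, and 1 WT sample, MS17, with Foxo1 at 12.33, did not, which as a single sample leaves this open. Sequence differences carried along with the floxed alleles could also move neighbouring probe sets, but of 114 others within 1 Mb of Foxo1, Foxo3 and Foxo4 only 2.6% had an unadjusted p under 0.05, against 3.2% over all, and 0 of the 18 at Foxo1 itself (for the share over the 3 loci, exact binomial test, one-sided, p = 0.71). The interval of that share, 0.55% to 7.5%, is too wide to exclude it, so these explanations cannot be told apart here.

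Single samples far from the rest of their group were sought among 396 groups of values, and 48 were found where chance gives about 20. Of these, 27 were in the library labelled 433 and 9 in the WT sample 392, which had the lowest median Spearman correlation with the other arrays, 0.866. In the library labelled 433 the lowest KO values were Calb1 12.09, Dock10 8.33, Foxo4 5.32, Gm34303 8.50, Jun 9.11, Pik3ip1 8.00, Plk5 8.21, Psmd13 7.82, Rps7 14.15, Sesn3 9.53, Sox11 9.02 and Spata13 6.19. The highest KO values in it were Egr1 12.01, Hspa1a 11.40, Nr4a1 11.06, Pvalb 9.75, Slc4a1 9.63, Tnfaip3 9.72, Tubb3 8.35, Vxn 11.40 and Wfs1 11.13. Its list means also stood apart for axon cytoskeleton 11.43, red blood cell markers 8.12, synapse 11.17 and ubiquitin 10.83, beside the granule and CA markers.

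In the WT sample 392 the highest WT values were Eif3k 10.86, Eif4ebp1 9.84, Pdgfrb 9.09, Rgs14 10.90 and the mean of ribosomal protein genes 12.94, and the lowest were Fos 7.40, 1 of the Foxo1 probe sets 8.57, Psma5 13.57 and the mean of immediate early genes 8.27. Among other KO samples, Cldn11 was highest in 384 at 10.50 and Ndufs5 lowest there at 7.20, Gpr17 lowest in MS15 at 7.34 and Prm1 lowest there at 5.12, Tek lowest in 390 at 5.57 and Trib1 highest in 391 at 6.42. Among other WT samples, Cct3 was lowest in 385 at 14.16, Gbp2 highest in 41 at 7.99, Gm34303 highest in MS17 at 10.85, Tek lowest in 206 at 6.21, Tnf highest in 437 at 5.81 and Ubr3 highest in 206 at 6.36. The CA13-marked WT sample of 437, which the paper's text does not mention, had the brightest Foxo1 probe set at 9.82, above the 8.22 of the CA13-marked KO sample.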

How the results depend on the processing

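The settings that replace the library labelled 433 or leave it out with array series as a block, and those that use an unadjusted p of limma with a fold change, were chosen after the data were seen, while leaving out each sample in turn and the methods' t-test without adjustment were planned. The count of 6 probe sets, with or without the fold change, moved to 3 within the larger array series and 0 by limma within the 4 arrays of the smaller series (1768 at an unadjusted p under 0.05), where the 3 Foxo probe sets called in all samples also became 0. The methods' t-test gave 3 at 2-fold after adjustment, and without adjustment 1506, 31 at 2-fold and 6 Foxo probe sets. With the CA13-marked sample of 433 in its place the probe sets were 10 with array series as a block (8 at 2-fold) and 13 with array weights (9 at 2-fold). At 2-fold and an unadjusted p of limma under 0.05 they were 36, and 681 with a pseudocount of 1 and the deposited scaling. The count of 6 lists moved to 2 with all 17 samples and the animal as a random block, 1 with the 17 as if independent, 3 within the smaller series, 3 with array weights, and 0 by camera with an estimated correlation or by fry. It moved to 2 without the library labelled 433, with or without array series as a block, and, with its CA13-marked sample in its place, to 1 alone, with array series as a block, with array weights or without the WT sample 392, and to 2 when combined with the filter or the larger series. Leaving out each sample in turn gave 3 (without WT 437) to 8 (without WT MS17) probe sets at either threshold, 3 Foxo probe sets each time, 2 (without KO 433) to 7 (without KO 386 or 390) lists, and a Table S2 mean of -0.034 to -0.009. Among the 6 lists that passed, direction turned for granule markers (0.003 with the 17 as if independent, 0.079 within the smaller series), CA markers (-0.128 within the smaller series) and oligodendrocyte markers (-0.055 there). The Table S2 mean turned to 0.005 within the larger series with the CA13-marked sample of 433 in place of the unmarked one. Some genes and lists that did not pass also turned within the smaller series. Fewer samples were used within a series, and otherwise the cause was not tested. The series also differed in sex-linked signal. All 4 arrays of the smaller series had the Y-linked Eif2s3y high, at 11.1 to 11.69. The larger series held samples of both kinds, such as the KO samples 212 at 11.3 and 384 at 5.22. Differences between the series were therefore not separated from sex. Of the other values under settings fixed in advance, 6369 kept their side of the threshold, 60 gained a call and 61 lost one, and under those added later 1490, 16 and 38. Most of the 60 came from the methods' t-test without adjustment, where an unadjusted p was held against the threshold. Signal over background limits dim probe sets, and no depth applies to arrays. No paired analysis was possible because the marks of the KO and WT samples differ.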

Differences from the paper's values

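The paper reports a set of 415 probes at a 2-fold change and an FDR of 5%, and limma on the deposited values gave 6 probe sets at these thresholds. Under every alternative set before the data were examined the count still differed: it was 3 to 8 under SAM, the scalings, the pseudocounts, the filter, the choices of samples other than the smaller array series, the covariates, the weights, the variance model and the adjusted t-test of the methods, 0 by limma within the 4 arrays of the smaller series (1768 probe sets at an unadjusted p under 0.05) and 31 with the methods' t-test without adjustment, which does not keep the FDR. SAM, the tool that the paper names, gave 8. The paper ran it on RMA values, while here it was run on the deposited signals, for which the processing notes name MAS5. The steps of RMA could not be repeated, so these counts do not test the paper's own processing. An unadjusted p of limma under 0.05 in place of the FDR, a setting chosen after seeing the values, gave 36 at 2-fold, and 681 with a pseudocount of 1 and the deposited scaling. How many of the paper's probes these drop is not known, since its list was not used here.

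From gene ontology analysis, the paper proposes an elevation of protein aggregation and unfolding in KO neurons. In the lists here, 49 chaperones had a mean log2 fold change of 0.03 (camera adjusted p = 0.818), 13 chaperonin and prefoldin subunits 0.03 (adjusted p = 0.959) and 34 genes of the unfolded protein response 0.04 (adjusted p = 0.791). These values test a shift of a list in one direction. The paper's analysis looked for terms among its differentially expressed genes, which is a different question. For changes in either direction, fry gave unadjusted p-values of 0.776, 0.587 and 0.804 for these lists. Cryab had 0.57, on the side that the paper reports for Hspb5 in KO brain and spinal cord regions. Its probe sets ranged from 0.03 to 0.57. Cryab had 0.92 within the larger array series and -0.38 within the smaller. The mean of the oligodendrocyte markers also changed sign, with 0.52 and -0.06, and whether the Cryab value follows captured oligodendrocytes was not tested. Hspa1a, which the paper's text does not name, had 0.68, and 0.49 without the library labelled 433. Neither gene passed the adjusted test. The paper also proposes that processes of growth and size may be altered. Of 52 growth genes 1, Pik3ip1, passed adjusted over the list alone.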

Other observations

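The tests of other splits of the samples and of the Table S2 genes below were set before their results were seen, as was leaving out each sample in turn, while the splits outside the Foxo genes, the samples and settings given beside a result, and those with the CA13-marked sample of 433, were chosen after. Oligodendrocyte genes were higher in KO dentate gyrus as a group. Of 12 measured myelin and oligodendrocyte markers 10 had a positive log2 fold change, with a mean of 0.36 (camera adjusted p = 0.000613, and adjusted p = 0.642 with an estimated correlation). Mal, a proteolipid of myelin, had 1.22 and was the 1 marker that passed adjusted over the list alone, while 0 passed over all genes, and Cnp had 0.66, Mobp 0.62 (probe sets from -0.04 to 0.90) and Cldn11 0.57. The mean was 0.40 without the library labelled 433 (adjusted p = 0.00156), 0.52 within the larger array series (adjusted p = 5.89e-05) and -0.06 within the smaller series (adjusted p = 0.763). Of the other glia, oligodendrocyte precursor markers had a mean of 0.08 (adjusted p = 0.556), astrocyte markers 0.02 (0.959) and microglia markers 0.00 (0.959). The precursor mean was 0.24 within the larger array series (adjusted p = 0.0599) and -0.32 within the smaller (adjusted p = 0.205).

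Markers of newborn granule neurons had a mean log2 fold change of -0.18 over 14 genes (camera adjusted p = 0.0336, and adjusted p = 0.642 with an estimated correlation), with Sox11 at -0.67 and Eomes at -0.53 (the other Eomes probe set at 0.07), and the mean was closer to 0 under several settings. It was -0.15 without the library labelled 433 (adjusted p = 0.175), -0.094 without the WT sample 393 (adjusted p = 0.213), -0.131 without the WT sample 392 (adjusted p = 0.137), -0.149 without the WT sample 385 (adjusted p = 0.126) and -0.144 to -0.165 without the KO sample 903, 212 or MS15 (adjusted p = 0.0505 to 0.0943). It was -0.101 with RNA quality as a covariate (adjusted p = 0.185), -0.083 within the larger array series (adjusted p = 0.276) and -0.41 within the smaller (adjusted p = 0.0139). Synaptic genes had a mean of 0.12 over 35 genes (camera adjusted p = 0.0336, and adjusted p = 0.642 with an estimated correlation), which was 0.05 without the library labelled 433 (adjusted p = 0.60), 0.087 without the WT sample 206 (adjusted p = 0.133) and 0.098 without the WT sample 41 (adjusted p = 0.107). Immediate early genes had 0.15 (adjusted p = 0.0864), led by Egr1 with 0.67, and interferon-induced genes -0.08 (adjusted p = 0.0848). The immediate early mean was 0.096 without the library labelled 433 (adjusted p = 0.578) and 0.079 without the WT sample 392 (adjusted p = 0.763), and passed at 0.207 without the KO sample 390 (adjusted p = 0.0116) and at 0.186 without the KO sample 212 (adjusted p = 0.0299), where the adjusted p over the 15 samples with an estimated correlation was 0.642. The interferon list passed with RNA quality as a covariate (adjusted p = 0.0348) and without the KO sample 386 (adjusted p = 0.0379), its adjusted p over the 15 samples with an estimated correlation being 0.611, and its mean was -0.044 without the WT sample 41 (adjusted p = 0.564). Antioxidant genes had -0.04 (adjusted p = 0.702), with Selenop lower adjusted over the list alone, axon cytoskeleton genes 0.04 (adjusted p = 0.538) and respiratory chain genes 0.01 (adjusted p = 0.994). Interneuron markers had 0.06 (0.702), endothelial markers -0.02 (0.841), pericyte markers 0.00 (0.929), choroid plexus markers -0.16 (0.498) and red blood cell markers -0.05 (0.841), with camera adjusted p-values in parentheses. In the 4 arrays of the smaller series the endothelial and pericyte means were -0.34 (adjusted p = 0.0451) and -0.501 (adjusted p = 0.0328), against 0.097 and 0.182 within the larger, and over the 15 samples both had an adjusted p of 0.986 with an estimated correlation. The mean and the direction of the camera test differed in sign for astrocyte, microglia and respiratory chain genes, and the mean and the median differed in sign for the astrocyte, microglia, endothelial, chaperonin, ubiquitin and growth lists, none of which passed over the 15 samples.

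Several genes that the paper measured in other tissues were also on these arrays. The paper reports SESN3 and RICTOR as lower in KO brains, from Western blots of cortex, which measure protein. The mRNAs of Sesn3 and Rictor had log2 fold changes of -0.25 (standard error 0.17, 95% confidence interval -0.61 to 0.12) and -0.27 (standard error 0.29, interval -0.89 to 0.35) in dentate gyrus. Rictor probe sets ranged from -0.27 to 0.16, and the other Sesn3 probe set was at 0.12. Without the library labelled 433 the values of Sesn3 and Rictor were -0.114 and -0.092, and they were -0.388 and -0.485 within the larger array series and 0.121 and 0.317 within the smaller. Of the ageing genes that the paper reports as induced in striatum, Gfap had 0.32 (standard error 0.27, with its probe sets from -0.37 to 0.32), Lyz1, read as the paper's Lzp-s, 0.19 (probe sets from -0.03), Ctss 0.03 and C1qa -0.47 (standard error 0.38). Among WT samples, Gfap was highest in 392 at 12.97 (next 12.48), and C1qa lowest in 41 at 5.23 (next 6.72). The list tested also held Lyz2, which the paper does not name, with 0.39 (standard error 0.17), and had a mean of 0.09 (camera adjusted p = 0.447, and 0.689 with an estimated correlation), which was 0.018 over the 4 genes without Lyz2. The mean of the list with Lyz2 was 0.199 without the WT sample 392 (adjusted p = 0.137), 0.27 within the larger array series (adjusted p = 0.0502) and -0.345 within the smaller (adjusted p = 0.287). It passed under 1 setting, the larger series with the CA13-marked sample of 433 in place of the unmarked one, with 0.351 (adjusted p = 0.0247). Eif4ebp1 had -0.44, Txnip -0.47, Nefh 0.35, Hbp1 0.25 (probe sets from -0.01), Aif1 0.18, Akt1 0.05, Tnf 0.15 and Ifnb1 -0.18. Eif4ebp1 was at 9.84 in the WT sample 392, against at most 8.02 in the other WT samples. Without the library labelled 433, Nefh had 0.20, Hbp1 0.166, Txnip -0.343 and Akt1 0.027, while Ifnb1 had -0.267, Aif1 0.204 and Tnf 0.185. None of these genes passed the test over all probe sets by limma.

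Of the 651 genes of Table S2, which the paper lists as rising with FOXO1 and age in human brain, 461 matched a measured mouse gene by symbol. Their mean log2 fold change was -0.02 and their median 0.00 (camera adjusted p = 0.702), with 229 positive and 232 negative. Of the 461, 0 passed over all genes and 1, Pik3ip1, was lower adjusted over the list alone. Spata13, with -1.16 (standard error 0.38), had the largest fold change of the list over the 15 samples and was lowest in the library labelled 433, without which it had -0.788 against -0.911 for Pik3ip1. With the CA13-marked sample of 433 in place of the unmarked one, Spata13 passed by limma with array weights (-0.893, adjusted p = 0.0335). It also passed with that sample within the larger series (-1.049, adjusted p = 0.0418), but not with the replacement alone (-0.779, adjusted p = 0.369).

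Other splits of the 15 samples into 8 and 7 showed how often chance gives results as large, over 100 splits with the real one included. The 6 probe sets called, with or without the fold change, were reached by 2 of the 100 splits in each case, so chance rarely gave these counts. However, Foxo1, whose loss defines the groups, makes up 3 of the 6, and other splits cannot reproduce that loss. Outside the Foxo genes the 3 probe sets, all of Prm1, were also reached by 2 of the 100 splits, with 17 in the highest of the others. As many were thus rare by chance, in a test chosen after the calls were seen. None of the 3 was called without the WT sample 437 or within the larger array series. The highest of the others, 17 probe sets and 13 at 2-fold, came from a single split that put all 4 arrays of the smaller series into one group. Its cause was not tested. The array series alone does not account for this count, since 9 other splits that kept the smaller series in one group gave 0 or 1 probe sets. With array series as a block the real count was 6, 2 higher and 4 lower. The count of 6 lists was reached by 9 of the 100 splits, the highest other count being 8, so chance is not excluded for it.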
